# Testosterone affects type I/type II interferon response of neutrophils during hepatic amebiasis

**DOI:** 10.3389/fimmu.2023.1279245

**Published:** 2023-12-21

**Authors:** Marco Er-Lukowiak, Sonja Hänzelmann, Moritz Rothe, David T. Moamenpour, Fabian Hausmann, Robin Khatri, Charlotte Hansen, Jennifer Boldt, Valentin A. Bärreiter, Barbara Honecker, Annika Bea, Marie Groneberg, Helena Fehling, Claudia Marggraff, Dániel Cadar, Stefan Bonn, Julie Sellau, Hanna Lotter

**Keywords:** sex difference, Entamoeba histolytica, testosterone, neutrophils, type I and type II interferon

## Abstract

Differences in immune response between men and women may influence the outcome of infectious diseases. Intestinal infection with Entamoeba histolytica leads to hepatic amebiasis, which is more common in males. Previously, we reported that innate immune cells contribute to liver damage in males in the murine model for hepatic amebiasis. Here, we focused on the influences of sex and androgens on neutrophils in particular. Infection associated with neutrophil accumulation in the liver was higher in male than in female mice and further increased after testosterone treatment in both sexes. Compared with female neutrophils, male neutrophils exhibit a more immature and less activated status, as evidenced by a lower proinflammatory N1-like phenotype and deconvolution, decreased gene expression of type I and type II interferon stimulated genes (ISGs) as well as downregulation of signaling pathways related to neutrophil activation. Neutrophils from females showed higher protein expression of the type I ISG viperin/RSAD2 during infection, which decreased by testosterone substitution. Moreover, ex vivo stimulation of human neutrophils revealed lower production of RSAD2 in neutrophils from men compared with women. These findings indicate that sex-specific effects on neutrophil physiology associated with maturation and type I IFN responsiveness might be important in the outcome of hepatic amebiasis.

## Introduction

Sex chromosomes, hormones, and the immune system influence disease severity and susceptibility in men and women (1–3). Male hormones can suppress the immune system, making men more vulnerable to infections, while female hormones promote stronger immune responses, albeit with a potential for autoimmune diseases (4). However, precise mechanisms underlying these differences remain unclear.

Innate immune cells (neutrophils and monocytes) are crucial for the initial response against microorganisms. However, inadequate control can lead to their involvement in the pathophysiology of different diseases (5, 6). Neutrophils are the most abundant immune cells and are recruited to affected tissues in large numbers (7–10). Neutrophils are traditionally considered a homogeneous population expressing CD11b, Ly6C, and Ly6G in mice and CD66, and CD16 in humans (11–13). However, human and murine single cell RNA studies show that neutrophils are a more heterogeneous immune cell population (14–17). By analogy with the classification of macrophages into proinflammatory M1-like and anti-inflammatory M2-like cells (18), neutrophils in mice in the tumor environment had been classified as proinflammatory (N1) and anti-inflammatory (N2) based on expression of specific surface markers (CD54 and PDL-1, respectively (19, 20). However, it is unclear whether this classification can be applied in the context of infectious diseases. In the mouse model for hepatic amebiasis caused by infection with the parasite *Entamoeba histolytica* (*E. histolytica*), which is more common in males than in females, neutrophils contribute to the development of liver injury (21–23). Testosterone treatment or gonadectomy reverse these sex-related differences, and depletion of neutrophils or their recruitment factor (CXCL1) reduces liver destruction significantly (23–25). Female mice, on the other hand, are protected by strong amoebicidal interferon (IFN)-γ responses (22, 24, 26, 27). Interferons are a broad family of molecules categorized as type I (IFN-α/β), type II (IFN-γ), and type III (IFN-Λ1-4) (28). The corresponding signaling pathways induce the expression of the respective interferon-stimulated genes (ISGs) (29–31) Type I IFN production and those of the corresponding ISGs, including the interferon-inducible virus-inhibitory protein (viperin) encoded by Rsad2, are increased at the RNA level in neutrophils from women compared with men, however, no sex difference in their number has been reported (16). This is significant as higher viperin/RSAD2 expression is often associated with more effective viral elimination by targeting virus proteins for proteasomal degradation (32, 33) and catalyzation of ribonucleotides that inhibit viral RNA synthesis (34). However, in non-viral infectious diseases, not much is known about the function of ISGs.

Here, we examined sex-specific involvement of neutrophils in the murine model of hepatic amebiasis. Male mice had higher testosterone-dependent neutrophil presence compared to females. Testosterone reduced infection-related N1 and N2-like neutrophils, along with an increase in maturation stage in female neutrophils. Female neutrophils showed higher gene expression of type I and type II ISGs compared to male neutrophils, with viperin/RSAD2 being upregulated in neutrophils at the protein level of female mice and women and downregulated after testosterone treatment of mice.

## Materials and methods

### Human samples

All human studies complied with all relevant ethical regulations. Experiments with blood samples from healthy caucasian donors of both sexes (25–49 years of age) were approved by the ethics committee of the medical association Hamburg (permission number: 2020-10067-BO). All experiments were conducted under donor anonymization and in accordance with the relevant guidelines.

### Animal experiments

C57BL/6 mice (10–12 weeks old) were used for the experiments, which were performed in accordance with German animal protection laws and reviewed by the federal health authorities of the State of Hamburg (permission numbers: N51/17; N120/2020). Mice were bred in the animal facility of the Bernhard Nocht Institute for Tropical Medicine and kept at 21–22°C (50–60% humidity) in ventilated cages under specific pathogen-free conditions. Mice were rendered unconscious using a CO_2_ (20%)-filled chamber and sacrificed by cervical dislocation.

### Induction of hepatic amebiasis

Mice (10-12 weeks old) were infected intrahepatically with 2 × 10^5^ *in vitro*-cultivated trophozoites of the high pathogenic *E. histolytica* clone B2, as described previously (35, 36). Mice were sacrificed on day 3 postinfection (pi), at the peak of disease severity (25).

### Gonadectomy, and testosterone treatment of male and female mice

Male mice (8 weeks old) were gonadectomized by testicular ligation. Testosterone substitution was performed by subcutaneous implantation of an osmotic pump (micro-osmotic pump; Model 2004, ALZET) containing 5 mg/mL testosterone diluted in 45% w/w 2-Hydroxypropyl-β-cyclodextrin (carrier solution) or carrier solution alone. Alternatively, testosterone implants (Belma Technologies: T30) were inserted subcutaneously.

### Isolation of murine immune cells

Bone marrow (BM) was collected from euthanized mice by flushing it into a dish using PBS. The cell suspension was filtered and treated with an erythrocyte lysis buffer. Blood was obtained by cardiac puncture upon euthanization, collected in EDTA-coated tubes, and two erythrolysis steps were performed to isolate immune cells. Spleen and liver were mashed, flushed with PBS on ice, and filtered, followed by one erythrolysis step. Liver immune cells were isolated using 80% Percoll as described previously (37). Neutrophil granulocytes from bone marrow were isolated using a Neutrophil Isolation Kit (#130-097-658, Miltenyi Biotec), blood neutrophils were isolated by FACS-sorting.

### Histology and immunohistochemistry

Liver tissue from *E. histolytica*-infected mice was fixed in formalin (4%) and embedded in paraffin. Sections (0.2 µm) were stained with hematoxylin and eosin (H&E) or prepared for immunohistochemistry. Antibodies: rabbit anti-mouse 7/4 antibody (Neutrophils, clone 7/4; Cedarlane; 1:800 dilution); polyclonal rabbit serum raised against recombinant *E. histolytica-* antigens. Slices were developed using DCS SuperVision Single Species horse-radish peroxidase (HRP)-Polymere (Innovative Diagnostic-Systems) and counterstained with hemalaun.

### Cytokine analysis

Blood plasma was used for cytokine analysis. Briefly, collected blood was centrifuged (1000 × g, 4°C, 10 min) to obtain plasma and stored -20°C prior to cytokine measurement. Cytokine analysis was performed using multiple customized murine LEGENDplex kits (BioLegend).

### Flow cytometry analysis

Flow cytometry was performed from organ single-cell suspensions or purified neutrophils, live cells were identified using zombie UV dye (#423108 BioLegend) or live/dead blue (#L34961 Invitrogen), intracellular cytokine staining was performed following 4 h restimulation with phorbol myristate acetate (PMA; 50 ng/mL) and ionomycin (500 ng/mL), followed by a 1h Brefeldin A (5 µg/ml) incubation. Antibodies: (all from BioLegend unless stated otherwise): CD11b FITC (1:200, M1/70), CD11b PerCP (1:100 M1/70), CD11b Bv510 (1:100, M1/70), Ly6C PerCP/Cy5.5 (1:400, HK 1-4), Ly6C PE (1:800, HK 1-4), Ly6G APC/Cy7 (1:400, 1A8), Ly6G PE (1:400, 1A8), Ly6G Bv785 (1:100, 1 A8), PD-L1 PE (1:100, 10F.9G2), CD54 AF647 (1:200, YN1/1.74), CD117 BUV395 (1:100, 2B8, BD), TNF-α BV421 (1:200, MP6-XT22), CCL2 PE (1:50, 2H5), CXCL1 AF647 (1:50, 1174A, R&D). Human neutrophils were analyzed in peripheral blood or after isolation using the MACSxpress^®^ kit (Miltenyi Biotech). Isolated cells were stimulated with PMA (10 ng/mL), LPS (0.1 µl/mL) and CL097 (1µg/mL) for 4 hours. Antibodies: CD16-APC-Cy7 (1:200, 3G8) and CD66B-APC (1:400, G10F5, Biolegend), viperin (RSAD2) PE (1:200, MaP,VIP; Biosience). Flow cytometry analysis was performed on a Cytek Aurora (Cytek)- or BD LSRII cytometer and data analysis were performed using FlowJo V10.4.2 software.

### RT-PCR/qPCR

RNA was isolated from BM-derived neutrophils or blood leukocytes using TRIzol reagent (Life Technology) or a RNeasy MinElute kit (Qiagen). RNA was transcribed into cDNA using the Maxima First Strand cDNA Kit (Thermo Scientific). Androgen receptor (AR) and Ly6G mRNA levels were calculated using the 2^-ΔΔCt^ method, with the ribosomal protein S9 (RPS9) as housekeeping gene. The following primers were used: fwd-AR, 5´-TGAGTACCGCATGCA-CAAGT-3´; rev-AR, 5´-GCCCATCCACTGGAATAATGC-3´. Ly6G SG QuantiTect primers (Qiagen) were used for quantification of Ly6G. QPCR was performed using the Maxima SYBR Green qPCR Master Mix kit (Thermo Scientific) and a Roche LightCycler^®^.

### RNA sequencing and data analysis

Sequencing library was prepared using the QIAseq Stranded mRNA Library Kit (Qiagen, Hilden, Germany) at the NGS Core Facility at the Bernhard-Nocht-Institute for Tropical Medicine and sequenced on a NextSeq 2000 Illumina Platform. Constructed libraries were sequenced as barcoded pooled samples on a NextSeq 550, resulting in 14–17.5 million reads for blood and 15.1–22.4 million reads for BM. The read length of the nucleotides was 100 base pairs. Library preparation and sequencing were performed at the Bernhard Nocht Institute for Tropical Medicine.

### Bioinformatics

#### Cell type deconvolution analysis

Single cell reference-based cell-type deconvolution was performed using blood and BM RNA-seq samples based on the neutrophils single-cell data generated by Kim et al. (38) which uses the nomenclature introduced in Xie et al. (17), as the reference for deconvolution by Scaden (39). The single cells (n=6025) were labeled G2 (n=67), G3 (n=1495), G4 (n=2843), G5a(n=1235), G5b (n=92) and G5c (n=293). Scaden uses a fully connected deep neural network ensemble trained on pseudobulks simulated from reference scRNA-seq data. Before deconvolution, scRNA-seq data were filtered using scanpy.pp.filter cell function from Scanpy (40) with arguments min counts=200 and min genes=5. For Scaden, counts per million (CPM) of simulated pseudobulks and transcripts per million (TPMs) of bulk RNA-Seq to be deconvolved, were used.

#### Quantification

To compare murine samples, transcript counts were normalized using DESeq2 size factor estimation. Subtype-specific differential expression of transcripts was determined using a 2-fold change cut-off and an adjusted *p*-value <0.05 (unless stated otherwise). Sex-specific differences were analyzed from BM and blood neutrophils in steady state or following infection. In addition, blood and BM neutrophils from ALA versus WT males and females were analyzed separately to examine nonsex-related effects of the disease.

#### Differential exon usage

Alternative isoform usage was detected using Nextflow nf-core/rnasplice (v1.0dev) and DEXSeq (version 1.36.0 under R version 4.0.3, using exon annotation from Ensembl version GRCm38), which analyze exon-by-exon changes in expression based on RNAseq data (41). A 1.5- fold change (FC) cut-off and adjusted *p*-value <0.05 were used to determine significance.

#### Transcription factor inference

The Python version of DecoupleR (42) was used for TF activity estimation, which was performed using the DoRothEA database (43). TF-target interaction pairs were filtered from DoRothEA according to the confidence level of the annotation, and the three highest confidence levels were retained to create a predictive model for TF activity. The consensus estimates from weighted sums (wsum), univariate linear models (ulm), and multivariate linear models were used to estimate TF activity in each sample.

#### Clustering

Following removal of sex-dependent genes by differential expression analyses, the raw count matrix was subject to a variance stabilizing transformation (44) to address heteroskedasticity in gene counts. Heatmaps were generated using Seaborn in Python (version 3.9.7).

#### Enrichment analysis

Enrichment of pathway activation signatures was analyzed using the Python package gseapy (45) (v1.0.3) along with the prerank function of the gene ontology (GO) biological processes, KEGG and MSigDB databases.

#### Statistical analysis

All data were analyzed with the Shapiro-Wilk test for normal distribution prior testing for statistical differences between groups. Statistical analysis is indicated in each figure legend and was carried out using either an unpaired student’s t test for normal distribution. For non-normal distribution, a nonparametric Mann-Whitney U test was used (GraphPad Prism V.9). Bonferroni-Dunn correction was performed to account for multiple testing. P-values are indicated as *p< 0,05, **p< 0,01, ***p< 0,001.

## Results

### Sex-specific differences in neutrophils and cytokine production during hepatic amebiasis

As previously shown, depletion of inflammatory Ly6C^hi^ monocytes and neutrophils reduces liver damage in the murine model for hepatic amebiasis (23, 25). The same experimental design was used to study neutrophil granulocytes: Male and female mice were infected intrahepatically with *E. histolytica* trophozoites and examined on day 0 and day 3 post infection. (**Figure 1A**). Immunohistological examination of infected livers demonstrated greater tissue damage, massive immune cell infiltration, stronger abscess formation and a distinct margin area of Ly6G^+^ neutrophils in males than in females (**Figure 1B**). Flow cytometry analysis identified neutrophils as Ly6G^+^ cells out of CD11b^+^ cells (**Figure 1C**) and revealed higher percentages of neutrophils in the blood of naive male animals, but not in the BM and liver; after infection, a significant increase in the amounts of neutrophils in the blood of female animals and in the liver of both sexes was observed (**Figures 1D, E**).

**Figure 1:**
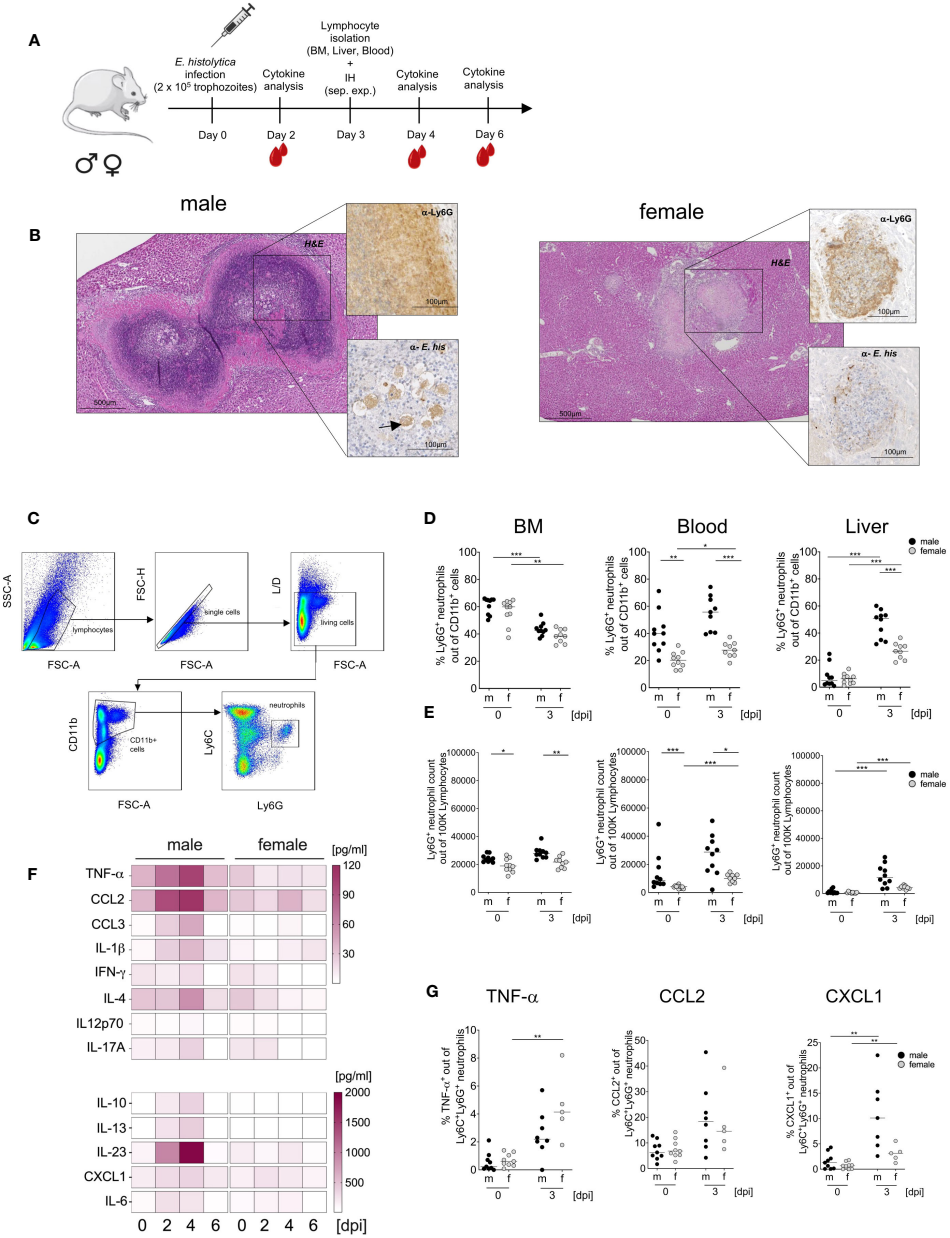
Sex-specific differences in neutrophil recruitment and cytokine production during hepatic amebiasis. **(A)** Illustration showing induction of amoebic liver abscess (ALA). **(B)** Immunohistochemical analysis of paraffin-embedded livers from male and female mice at day 3 post infection (H&E: Hematoxylin & Eosin; α-Ly6G: 7/4 mAb; α-*E. histolytica*: polyclonal serum). **(C)** Flow cytometry gating strategy used to identify neutrophils (CD11b^+^Ly6C^+^Ly6G^+^) in murine bone marrow (BM), blood, and liver. **(D)** Percentage and **(E)** relative number of Ly6G^+^ neutrophils in BM, blood, and liver of male (m) and female (f) mice before and at day 3 postinduction of ALA. **(F)** Serum cytokine levels (pg/ml) in female and male mice during hepatic amebiasis (days post infection [dpi]), as measured by a bead-based immunoassay (BioLegend) (n = 6–8/sex). **(G)** Percentage of TNF-α-, CCL2-, and CXCL1-positive neutrophils in the liver of male (m) and female (f) mice before and after ALA induction, as measured by flow cytometry. (**D**-Blood) (**E**-BM) (**G**-CCL2, CXCL1) p-values were calculated using a two-tailed Student’s t test. (**D**-BM, Liver) (**E**-Blood, Liver) (**G**- TNF-α) p-values were calculated using a two-tailed Mann-Whitney-U test. (*p < 0.05, **p < 0.01, ***p < 0.001).

The more severe pathology in males was reflected by higher pro- and anti-inflammatory cytokine serum levels in male than in female mice (**Figure 1F**). Infection triggered an increase in neutrophil accumulation in the liver; these cells produced TNF-α (significantly higher in females after infection), CCL2, and CXCL1, and the percentage of neutrophils producing CXCL1 was significant higher in males and females compared to uninfected mice (**Figure 1G**). In addition, phagocytic capacity (**Supplementary Figures 1A, B**), production of reactive oxygen species (ROS) (**Supplementary Figures 1C, D**) as well as myeloperoxidase (MPO) production (**Supplementary Figures 1E, F**) as assayed on BM-derived neutrophils, was not significant higher in female neutrophils than in male counterparts (**Supplementary Figure 1A**). In summary, amoebic infection of the liver results in a higher prevalence of neutrophilic granulocytes in male mice.

### Effect of testosterone on neutrophil accumulation and maturation during hepatic amebiasis

To study the impact of testosterone on neutrophil dynamics during *E. histolytica* infection, male mice underwent gonadectomy and then received either testosterone or a carrier solution for two more weeks before being infected intrahepatic with *E. histolytica* (**Figure 2A**). Gonadectomy of male mice significantly reduced the number of neutrophils, regardless of infection (**Figure 2B**). In contrast, testosterone substitution in gonadectomized naïve male mice resulted in a marked increase in neutrophil abundance in the blood and tended to increase in the liver as well. (**Figure 2C**). A similar effect on neutrophils was observed in female individuals substituted with testosterone (**Figure 2D**). qPCR analysis of blood leukocytes revealed increased AR and reduced Ly6G mRNA expression in males following gonadectomy, whereas testosterone treatment reduced expression of AR mRNA and increased expression of Ly6G mRNA in females (**Figures 2E, F**). Consequently, there was a correlation between expression of both, AR and Ly6G (R^2 = ^0,1077; *p* < 0.05) (**Figure 2G**). Further, sex-specific correlation analyses are provided in **Supplementary Figures 2C, D**. Next, we analyzed the expression of CD54^+^ (inflammatory N1) and PD-L1^+^ (anti-inflammatory N2) on neutrophils (CD11b^+^Ly6C^+^Ly6G^+^) (scheme and representative FACS Plots are shown in **Supplementary Figures 2A, B**). The amount of N1 neutrophils increased after infection in the BM, blood and liver in female individuals, as well as in the BM and the liver in males (**Figure 2H**). N2 neutrophils showed a similar pattern as N1, with the greatest quantities in the liver in both sexes (**Figure 2I**). No significant differences were found in N1 neutrophils following gonadectomy and testosterone substitution. Only a slight decrease in the BM following infection as well as in the blood and the liver following testosterone substitution and infection was observed (**Figure 2J**). Although not significant, N2 neutrophils are increased in the blood in naive gonadectomized and infected male mice upon testosterone treatment, and increased in gonadectomized and testosterone substituted mice in the liver upon infection (**Figure 2K**).

**Figure 2:**
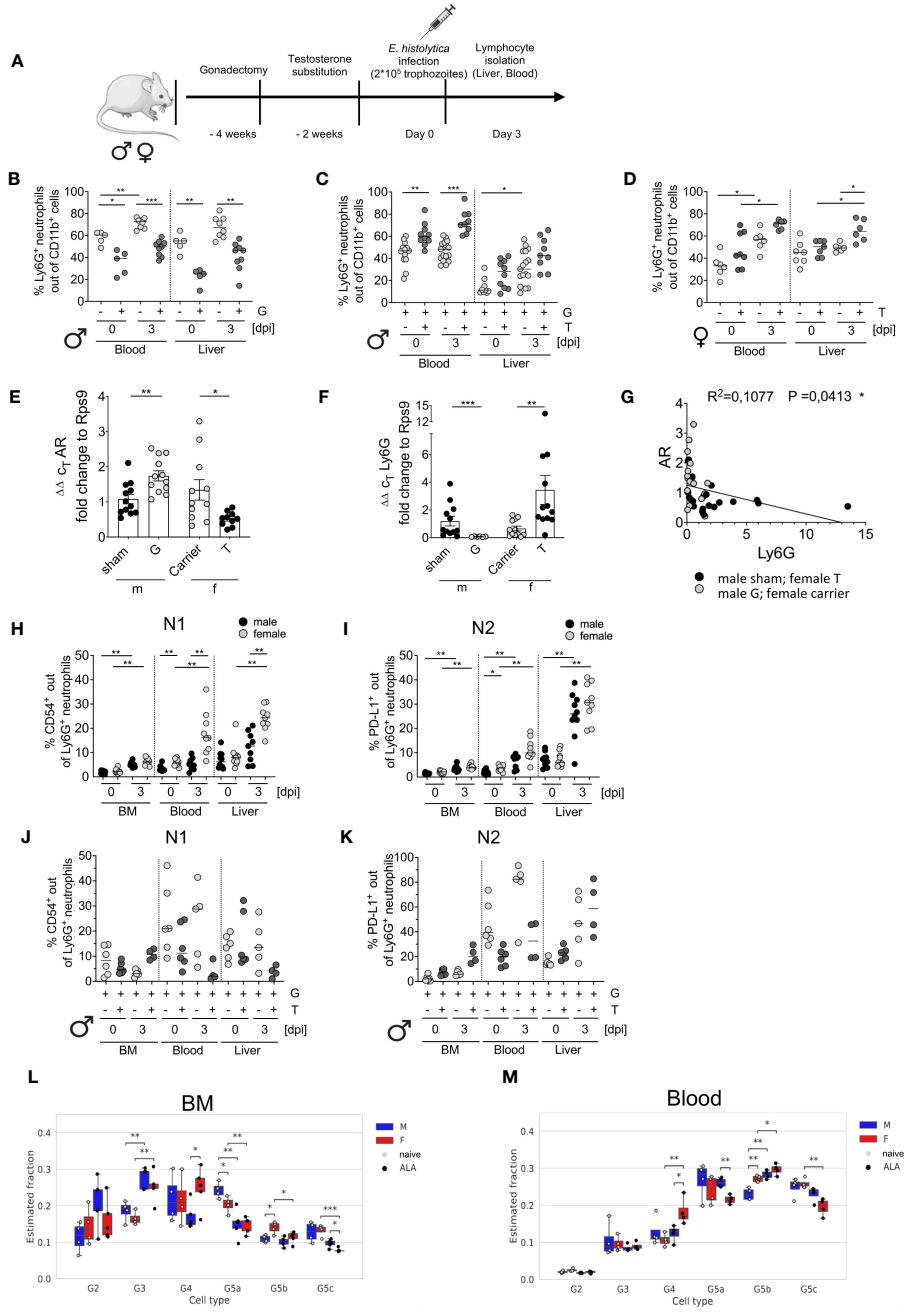
Impact of gonadectomy and testosterone substitution on neutrophil recruitment and phenotype characteristics during ALA. **(A)** Illustration of the testosterone substitution study. **(B)** Percentage of neutrophils (CD11b^+^Ly6C^+^Ly6G^+^) in the blood and liver of gonadectomized (G) male mice before and after (0 and 3 days post infection [dpi]) with *E*. *histolytica*, as measured by flow cytometry. **(C)** Percentage of neutrophils in the blood and liver of G and testosterone-substituted (T) male mice at 0 and 3 dpi with *E*. *histolytica*, as measured by flow cytometry. **(D)** Percentage of neutrophils in the blood and liver of T female mice at 0 and 3 dpi, as measured by flow cytometry. Expression of mRNA encoding **(E)** androgen receptor (AR1) and **(F)** Ly6G by blood leukocytes from naïve, sham-operated, or castrated male mice, and female mice, treated with carrier solution or testosterone, as measured by RT-qPCR. **(G)** Correlation between AR and Ly6G mRNA expression by isolated murine blood cells. Percentage of N1 **(H)** and N2 **(I)** neutrophils in the BM, blood, and liver of males and females on day 3 post infection with *E*. *histolytica.* Percentages of N1 **(J)** and N2 **(K)** neutrophils following male gonadectomy (G) and testosterone (T) substitution. **(L, M)**. Deconvolution analysis showing the neutrophil maturity stage (G2, G3, G4, G5a, G5b and G5c) of male and female mice in naïve- or ALA conditions. Analysis was performed for neutrophils derived from bone marrow **(K)** and blood **(L)**. **(B, D, E, I)** p-values were calculated using a two-tailed Student’s t test **(C, F, H, J, K)** p-values were calculated using a two-tailed Mann-Whitney-U test (*p < 0.05, **p < 0.01, ***p < 0.001). **(G)** A two-tailed Pearson’s correlation coefficient with simple linear regression (*p < 0.05).

*Ex vivo* exposure of isolated BM-derived neutrophils increased expression of CD54 (N1) and PD-L1 (N2) following LPS stimulation in both sexes and increased production of TNF-α in males following stimulation with amoebic antigens (**Supplementary Figures 3A–C**).

Based on the data published by Kim et al. (38) and the nomenclature of Xie et al. (17), deconvolution analysis was performed to investigate further maturation stages. Pre-neutrophils (G2) were present in the BM but not in the blood. Immature neutrophils (G3) increased after infection. Mature neutrophils (G4) and ISG-expressing neutrophils (G5b (17, 38);) significantly increased in infected females’ BM and blood. Late-mature neutrophils (G5a, G5c; migration & inflammatory responses (17, 38);) decreased in the BM and in the blood in females during infection but increased in males after infection (**Figures 2L, M**).

In summary, not all neutrophil granulocytes meet the N1- and N2-like definitions and testosterone further suppresses both of them in the blood during infection. Females tend to have a higher proportion of N1 and N2 neutrophils in the blood and liver, and deconvolution analysis revealed that a higher number of mature neutrophils (G4) is found in females and G5a neutrophils are higher in males during *E. histolytica* infection in the blood.

### Overall gene expression is different in BM neutrophils and blood neutrophils

To assess sex-specific differences in neutrophils at the transcriptomic level, we conducted a differential expression analysis of neutrophils isolated from BM and blood samples from both male and female mice. 

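RNA-seq libraries were made from neutrophils of C57BL/6 mice that were naive or had an amebic liver abscess (ALA) and were killed 3 days after intrahepatic infection. The BM table held 4 naive males, 4 naive females, 5 ALA males and 5 ALA females, and the blood table 4 naive males, 4 naive females, 4 ALA males and 3 ALA females. BM neutrophils were isolated with a kit and blood neutrophils were sorted by FACS, so tissue and isolation method cannot be told apart in these libraries. The sample labels and the paper name different library kits, and the paper names 2 sequencers. The authors' tables hold variance-stabilised values on a log2 scale, made from counts divided by size factors. The transformation was inverted to the authors' normalized counts, which are the unit of every count given here. The most frequent low value in each library was taken as the value of 1 read, which gives an estimate of the reads counted on genes. These estimates were 5006248 to 7540241 (median 5935904) in BM of naive males, 5512247 to 7452646 (6948515) in naive females, 5897204 to 6763423 (6380471) in ALA males and 6294643 to 8988269 (6870060) in ALA females. In blood they were 4113131 to 4953857 (4499314) in naive males, 4557503 to 4924837 (4715560) in naive females, 4256043 to 4648559 (4367345) in ALA males and 4741389 to 4979491 (4935593) in ALA females. The paper states 14 to 17.5 M reads for blood and 15.1 to 22.4 M for BM. The values used here rest on the counted reads.

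Differential expression was tested with limma on log2 of the normalized count plus 1, with a mean-variance trend and Benjamini-Hochberg adjustment over all genes tested. Genes with a normalized count of at least 10 in as many libraries as the smaller group holds were tested. A gene was called a DEG at an absolute log2 fold change above 1 and an adjusted p under 0.05, which are the limits in the paper's methods. Infection fold changes are ALA over naive, and sex fold changes are female over male. Gene lists were tested with camera at a preset correlation of 0.01 between genes, 2-sided. A value of 0 in a library allows up to 3 reads, and this limit covers counting error only. Gene positions are those of GRCm38.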

Due to the extremely low number of neutrophils in the female liver (**Figure 1E**), we did not sufficient amounts of RNA required for high throughput sequencing. Our analysis revealed major differences in gene expression profiles during infection, with a focus on differentially expressed genes (DEGs) exhibiting a log-fold change (FC) > 1.5 and a p-adjusted < 0.01. 

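With an absolute log2 fold change above 1.5 and an adjusted p under 0.01, the calls were 79 genes in male BM, 132 in female BM, 2 in male blood and 18 in female blood. With the same adjusted p and a fold change above 1.5 on the linear scale, they were 606, 348, 11 and 78. The counts given from here on use the limits of the paper's methods.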

The results are depicted in **Figures 3A–D**. 

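Among 10198 genes tested in BM neutrophils of males, 523 were DEGs, of which 224 were higher and 299 lower in ALA mice (n = 5) than in naive mice (n = 4). In females 458 of 10137 genes were DEGs, 107 higher and 351 lower, with the same numbers of mice. The median standard error of a log2 fold change was 0.18 in both sexes. The alternative that moved these counts most took the mean level of monocyte transcripts as a covariate. It left 1 DEG in males and 0 in females, where limma gave 497 genes an unadjusted p under 0.05. Since that covariate nearly follows the infection groups in BM, it removes part of any infection effect, and the drop does not show its source. Voom weights without that covariate gave 516 and 480 DEGs. Without naive male replicate 3 the male count was 316, and without ALA male replicate 12 it was 325. The female count was 273 without naive female replicate 7, 266 without naive female replicate 8 and 303 without ALA female replicate 17.

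Cd38 (ENSMUSG00000029084, chromosome 5, 43868553 to 43912375) was among the 3 largest rises in both sexes. Its normalized count was 171 ± 138 (SD, n = 5) in ALA males and 20.1 ± 8.28 (n = 4) in naive males, and 219 ± 116 (n = 5) in ALA females and 20.4 ± 15.6 (n = 4) in naive females. The log2 fold changes were 2.81 (SE 0.49, adjusted p = 0.00406) and 3.49 (SE 0.50, adjusted p = 0.0024). The other large rises were Lipg (3.02) and Pax8 (2.57) in males and Gnb5 (3.16) and Fignl2 (2.98) in females. The largest falls were those of ENSMUSG00000103627, Col1a2 (-4.06) and Calr4 (-3.83) in males and of Ptgs2 (-3.48), Fn1 (-3.42) and Pmaip1 (-3.36) in females. ENSMUSG00000103627 is listed at 0 in every ALA male. Fn1 is also on the monocyte list, whose genes fell together.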

In BM-derived neutrophils, we identified 413 DEGs in males and 472 DEGs in females during infection, when compared to uninfected controls. In blood-derived neutrophils, 40 DEGs were observed in males, and 254 DEGs were identified in females during infection (**Figures 3A-D**). 

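In blood neutrophils of males, 24 of 9603 genes tested were DEGs, 19 higher and 5 lower in ALA mice (n = 4) than in naive mice (n = 4). In females 139 of 10335 genes were DEGs, 83 higher and 56 lower in ALA mice (n = 3) than in naive mice (n = 4). The median standard errors were 0.21 and 0.25. Single libraries moved both counts. The male count was 10 without naive male replicate 2, 39 without naive male replicate 3, 15 without naive male replicate 1, 14 without ALA male replicate 3 and 10 without ALA male replicate 4. The female count was 70 without naive female replicate 2, 238 without ALA female replicate 1, and 75 without ALA female replicate 2 or 3.

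Ifit3 had the largest rise in males, from 682 ± 94.1 (SD, n = 4) to 2266 ± 247 (n = 4), a log2 fold change of 1.73 (SE 0.12, adjusted p = 1.18e-04). Oas1g followed Ccl2 with 1.68, and its call was lost without naive male replicate 1 or 2 or ALA male replicate 4 (adjusted p = 0.0517, 0.0638 and 0.0545). The largest falls in males were those of Gm18852 (-3.90), Ints10 (-1.36) and mt-Rnr1 (-1.35). Prok2 had the largest rise in females, from 2.14 ± 0.91 (n = 4) to 111 ± 95.8 (n = 3), a log2 fold change of 4.81 (SE 0.63, adjusted p = 0.00524), and BC100530 rose by 3.06. The largest falls in females were those of Klrk1 (-2.81), Gzma (-2.76) and Klra8 (-2.72), alongside a median of -1.85 for a list of T and NK cell genes. With each library left out in turn, the call of Gzma was lost in 5 of 7 fits (-3.04 to -2.05) and kept without naive female replicate 4 or ALA female replicate 1.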

A detailed list of all DEGs is provided in **Supplementary Table 4**. 

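With an adjusted p under 0.05 and no minimum fold change, limma called 2380 genes in male and 1288 in female BM neutrophils. In blood neutrophils the same limit gave 55 genes in males and 352 in females. The numbers with an unadjusted p under 0.05 were 3891 and 2885 in BM and 1149 and 2188 in blood. The difference between the tissues was not tested gene by gene, since the 2 tables were scaled apart.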

Infection-dependent differences in the expression of genes were more prominent in blood compared to BM-derived neutrophils from male and female mice. The differential changes of male ALA versus naïve and female ALA versus naïve show similar expression changes (**Figure 3A**). 

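The infection fold changes of the 9962 genes tested in both sexes in BM had a Pearson correlation of 0.575 and a Spearman correlation of 0.552. These are correlations across genes, which are not independent replicates. The sign was the same in both sexes for 69.7% of these genes. It was the same for 401 of 436 DEGs of females and 460 of 487 DEGs of males. Among genes with a mean of at least 10 CPM in both fits the Pearson correlation was 0.639. The median log2 fold change of genes called lower in males was -1.34 in males and -1.03 in females, and that of genes called lower in females was -0.84 in males and -1.52 in females. For genes called higher in males it was 1.20 in males and 0.54 in females, and for genes called higher in females 0.89 and 1.27. Each set was chosen on the fold change of 1 sex, which favours that sex, so these medians do not compare the sexes.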

We visualized the normalized expression values of the DEGs in two heatmaps (**Figures 3A, B**, right side) for bone marrow to compare expression levels across conditions and sexes. Although the differences were not strongly pronounced, they were discernible in individual samples and between the sexes. For instance, a subcluster was observed in the female ALA versus naive comparison that was distinct from the male cluster, indicated in **Figure 3B**, that is not visible in the male comparison of BM (**Figure 3A**). 

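Among the genes labelled in the heatmap of the female comparison, Ccr2, Cx3cr1, F13a1, Klf4, Msr1 and Plekho1 were put on a list of monocyte transcripts. The paper chose them on these samples, so their change is not independent evidence. In female BM neutrophils 6 of 6 were lower in ALA mice (n = 5) than in naive mice (n = 4), with a median log2 fold change of -2.86 (camera adjusted p = 5.7e-09, 77 set tests). In males 6 of 6 were also lower, with a median of -0.99 (camera adjusted p = 0.0107). Under fry the female call held (adjusted p = 0.00178), and with the correlation estimated from the data neither call held (0.375 and 0.509). Whether the fall differed between the sexes was not tested for this list. In no gene did the infection response differ between the sexes at an adjusted p under 0.05 in a limma fit of all 4 BM groups (0 of 10691 genes, smallest adjusted p = 0.16). There 1559 genes had an unadjusted p under 0.05, and voom weights gave 0 genes as well (1603 unadjusted). Without naive female replicate 5 the number was 32, and without ALA male replicate 12 it was 1.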

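Of the genes called in blood neutrophils, 79.2% were higher in ALA mice in males and 59.7% in females. Over the other settings the share lay between 61.1% and 100% in males and between 51.3% and 94.7% in females. The order of the sexes turned with the replicate block (61.1% and 94.4%) and with the values as provided (83.3% and 94.7%). The genes called higher in females had a median log2 fold change of 1.28 in females and 0.58 in males. Those called higher in males had 1.30 in males and 1.14 in females. A choice of genes by the fold change of 1 sex favours that sex, so these medians do not compare the sexes. Over the 9459 genes tested in both sexes the fold changes had a Pearson correlation of 0.447 and a Spearman correlation of 0.399, again across genes, and 64.2% had the same sign. Among DEGs the sign was shared by 125 of 133 called in females and 22 of 24 called in males. A limma fit of all 4 blood groups called 0 of 10965 genes for a difference in infection response between the sexes (845 with an unadjusted p under 0.05, smallest adjusted p = 0.321). Voom weights also called 0 (806 unadjusted).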

In blood neutrophils, infection led to a more pronounced upregulation of genes, with females showing higher activation in the infected phase (**Figure 3D**) compared to expression changes in males (**Figure 3C**). 

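Arg1 (ENSMUSG00000019987) lies on chromosome 10 from 24915221 to 24927484 and encodes arginase 1. Its normalized count in female blood neutrophils was 87.5 ± 62.9 (SD, n = 3) in ALA mice and 4.37 ± 3.41 (n = 4) in naive mice. The log2 fold change was 3.97 (SE 0.73, adjusted p = 0.0184), and every ALA mouse was above every naive mouse. With single libraries left out it lay between 3.41 and 4.70. Without ALA female replicate 1 or 3 the adjusted p was 0.0526 or 0.0896. With voom weights the log2 fold change was 4.15 and its call was lost as well.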

Female blood neutrophils displayed upregulated expression of *Arg1* (FC = 4.11; padj < 0.01), a gene associated with N2-like neutrophils (**Figure 3B**) (30, 31). The heatmaps depict a rather homogenous distribution of gene expression levels throughout the samples. 

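Among the genes with an adjusted p under 0.05 in male BM neutrophils, whatever their fold change, 1201 were lower and 1179 higher in ALA mice. In females the corresponding numbers were 606 and 682.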

Further, Volcano plots stratified by sex illustrated lower expression in male ALA BM-derived neutrophils than in uninfected BM-derived neutrophils. Notably, sex differences were more pronounced in blood compared to BM-derived neutrophils from both male and female mice (**Supplementary Figures 4 A, B**). 

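In naive mice 5 of 10217 genes differed between the sexes in BM neutrophils (n = 4 and 4) and 9 of 9998 in blood neutrophils (n = 4 and 4). In ALA mice 1 of 9887 genes differed in BM (n = 5 and 5) and 3 of 9815 in blood (n = 3 and 4). The numbers with an unadjusted p under 0.05 were 1835 and 1277 in naive BM and blood, and 733 and 1137 in ALA BM and blood. Xist was called in all 4 comparisons and is listed at 0 in every male. In naive BM Ifi211 was also higher in females (1.61), and Hectd4 (-1.49), Abl2 (-1.24) and Chd6 (-1.22) were lower. With the trend of fold changes with transcript length removed, with a covariate for monocyte transcripts or without a variance trend, Xist alone was called there. In naive blood all 9 genes were higher in females. Besides Xist, the largest differences were those of 2010007H06Rik (4.38) and Ablim1 (3.29). The others were Slamf6, H2-Q6, Ikzf3, Itpr3, Oas1g and Xaf1, named after their values were seen. In ALA blood the other calls were Gm10925, listed at 0 in every male blood library but not in BM and with its sequence shared with mt-Atp6, and Osm. The Osm count was 3971 ± 497 (SD, n = 3) in females and 1818 ± 183 (n = 4) in males, a log2 fold change of 1.12 (SE 0.12, adjusted p = 0.00525).

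Without a filter on low counts 139 genes were called in naive blood, 9 of them shared with the first count, which was the largest change under another setting. With the mean level of B cell transcripts as a covariate, 1 gene was called there. Leaving out single libraries moved these counts widely. In naive BM the count was 126 without female replicate 5, 18 without male replicate 2, 10 without male replicate 4, 2 without male replicate 3 and 1 without female replicate 6, 7 or 8. In naive blood it was 203 without male replicate 4, 102 without female replicate 1, 5 without male replicate 3, 2 without male replicate 1 or female replicate 3 or 4, and 1 without male replicate 2 or female replicate 2. In ALA blood it was 73 without female replicate 2, 11 without male replicate 3 and 5 without male replicate 1 or female replicate 1. In ALA BM it was 2 without female replicate 15 or 18.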

In Venn diagrams, we observed that a lower number of DEGs were down-regulated in male BM-derived neutrophils (249/413) compared to females (322/472) during infection. Conversely, more DEGs were upregulated in male neutrophils (164/413). 

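Lower DEGs made up 57.2% of the male and 76.6% of the female calls in BM. Of them 105 were shared, 194 were called in males alone and 246 in females alone.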

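In BM 36 of the DEGs higher in ALA mice were shared, while 188 were called in males alone and 71 in females alone. The share of DEGs that were higher was 42.8% in males and 23.4% in females. With TMM scaling the male calls were 253 higher and 268 lower, and the female calls 119 higher and 333 lower. With quantile normalization they were 241 higher and 303 lower in males and 154 higher and 255 lower in females.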

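In blood 10 of the DEGs higher in ALA mice were shared between the sexes, 9 were called in males alone and 73 in females alone. Among the DEGs lower in ALA mice 0 were shared, 5 were called in males alone and 56 in females alone. The limma calls of the lower genes came from 1149 male and 2188 female genes with an unadjusted p under 0.05.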

In blood neutrophils, we found fewer downregulated DEGs in males (17/40) than in females (131/254), while more upregulated DEGs were observed in females (123/254) than in males (23/40) (**Figure 3E**).

**Figure 3:**
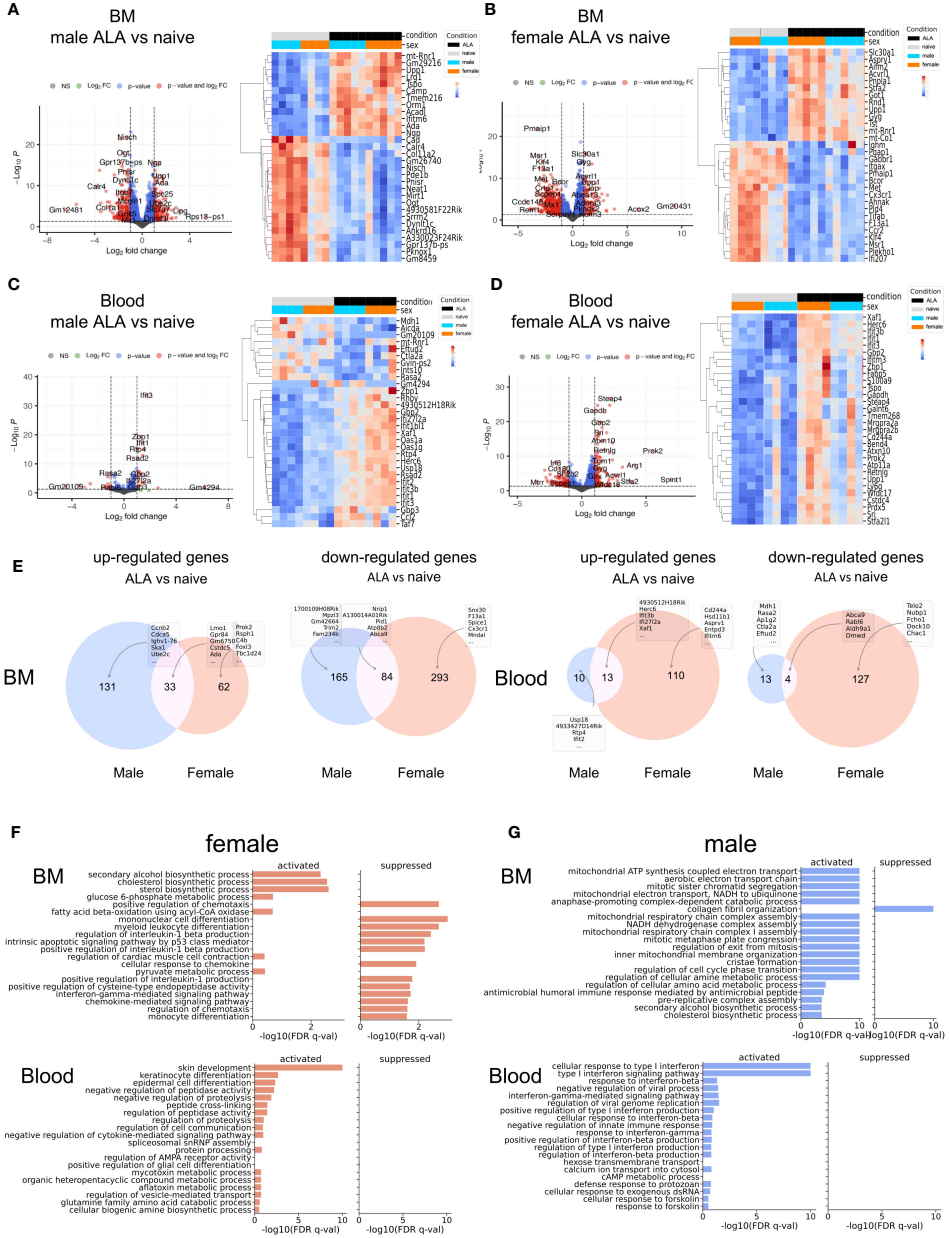
Transcription and Pathway analyses and maturity stage of BM- and blood neutrophils. Volcano plots show differential expression of genes in infected versus uninfected BM-derived **(A, B)** and blood-derived **(C, D)** neutrophils from male and female mice. X-axis: log2-fold change (FC); Y-axis: negative log padj of each gene. DESeq2 was used to calculate FC and padj (left side = low in infection, right side = high in infection). The Heatmap depicts the top differentially expressed genes from the Volcano Plot in both sexes. **(E)** Venn diagrams: for each condition and neutrophil origin. **(F, G)** Top 20 pathways showing the most significant differential changes in gene expression between ALA and WT mice for females (f) **(D)** and males (m) **(E)** Bar plots showing the z-scores for each pathway (activation versus suppression).

We also investigated the infection-related enrichment of general signal transduction pathways and depicted the top 20 pathways of GO biological processes (GOBP). A detailed list of all GOBP is provided in **Supplementary Table 1**. These were separated into females (**Figure 3F**) and males (**Figure 3G**). 

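The GO terms were not recomputed. Fixed gene lists of 4 biosynthetic and cell cycle processes stand in for them and were tested with camera over 16 set tests. In male BM neutrophils 36 of 36 genes of mitochondrial complex I were higher in ALA mice (n = 5) than in naive mice (n = 4), with a median log2 fold change of 0.57 (camera adjusted p = 6.64e-11). Of 20 cholesterol biosynthesis genes 19 were higher (median 0.59, adjusted p = 1.55e-04), as were 51 of 54 genes of G2 and M phase (median 0.99, adjusted p = 6.64e-11). The S phase genes had a median of 0.23 (32 of 42 higher, adjusted p = 0.0624). In females 17 of 20 cholesterol biosynthesis genes (median 0.64, adjusted p = 3.52e-04) and 48 of 54 G2 and M phase genes (median 0.39, adjusted p = 3.52e-04) were higher. The complex I median was 0.04 (23 of 36 higher, adjusted p = 0.277) and that of S phase -0.17 (11 of 41 higher, adjusted p = 0.123). Under fry the complex I call in males held (adjusted p = 0.0102) and the other 4 calls did not. With an estimated correlation none of the 5 calls held (adjusted p = 0.555 to 0.783). The alternative that moved a median most was removal of the trend with transcript length, which took complex I in males to 0.23 with its call kept. Without ALA female replicate 15 the G2 and M phase call in females was lost (median 0.23), and complex I (0.16) and S phase (-0.26) were called. S phase was also called in females without naive female replicate 5 (-0.36) or 8 (-0.21), and in males without naive male replicate 1 (0.34), naive male replicate 4 (0.33) or ALA male replicate 10 (0.42).

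Over all genes, 22 complex I genes, 6 cholesterol biosynthesis genes and 32 G2 and M phase genes rose in males at an adjusted p under 0.05, and 26, 11 and 38 when adjusted over the list alone. In females the counts were 3, 3 and 0 over all genes and 1, 13 and 0 adjusted over the list alone. Hmgb2, the most abundant gene of the G2 and M phase list, went from 7269 ± 537 (SD, n = 4) to 10572 ± 1535 (n = 5) in males, a log2 fold change of 0.53 (SE 0.12, adjusted p = 0.00999). Hjurp of the same list fell by 0.46 in males. The complex I gene Ndufv3 rose by 0.74 (SE 0.12, adjusted p = 0.00255) in males and 0.54 in females.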

In BM-derived neutrophils, infection was associated with the upregulation of pathways related to biosynthetic processes and increased cell proliferation. In contrast, blood neutrophils exhibited strong activation of pathways related to type I and type II interferon signaling. 

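Type I ISGs rose in blood neutrophils of both sexes. In males 42 of 53 genes tested were higher in ALA mice (n = 4) than in naive mice (n = 4), with a median log2 fold change of 0.35 (camera adjusted p = 2.10e-18, 16 set tests). In females 41 of 54 were higher in ALA mice (n = 3) than in naive mice (n = 4), with a median of 0.52 (camera adjusted p = 1.04e-15). Both calls held under fry (adjusted p = 0.0016 and 0.00118) and with an estimated correlation (0.0272 in each sex). The type II ISGs gave a median of 0.08 in males (24 of 45 higher, camera adjusted p = 0.00895), a call that did not hold under fry (0.176) or an estimated correlation (0.258). That median was -0.04 without a filter on low counts, where the test still pointed up. The call was also lost without naive male replicate 3 (0.05), ALA male replicate 1 (0.05) or ALA male replicate 2 (0.002). In females the type II median was -0.01 and the mean -0.16 (23 of 50 higher), while the test pointed up (adjusted p = 0.809).

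Besides Ifit3 and Oas1g, the type I ISGs with the largest rises were Ifit3b (1.60), Ifit1 (1.46) and Gbp2 (1.30) in males, and Ddx60 (1.52), Gbp2 (1.46) and Ifit3b (1.25) in females, named after their values were seen. The most abundant gene of the list, Trim30b, changed by 0.12 in males and 0.20 in females.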

In summary, during infection, more genes, especially ISGs, were upregulated in blood neutrophils compared with BM-derived neutrophils, with greater activation of gene expression in female neutrophils (**Figures 3F, G**).

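The mean log2 level of the list's genes gave 1 score per library. The type I ISG score of blood neutrophils was 8.34 ± 0.08 (SD, n = 4) in naive males, 8.66 ± 0.15 (n = 4) in ALA males, 8.61 ± 0.18 (n = 4) in naive females and 9.01 ± 0.01 (n = 3) in ALA females. Every ALA mouse was above every naive mouse of its sex (exact permutation test, 2-sided, p = 0.0286 in each sex, the smallest these numbers allow; 0.0763 after adjustment over 16 score tests). In BM the ALA means were lower, by -0.17 in males (exact permutation p = 0.397) and -0.21 in females (p = 0.238). The rise in blood exceeded the change in BM by 0.49 in males (permutation p = 0.0338, adjusted p = 0.135 over 8 tests) and by 0.60 in females (permutation p = 0.0054, adjusted p = 0.0432). Tissue goes with isolation method in this comparison. The rise in females exceeded that in males by 0.08 in blood (permutation p = 0.741) and by -0.04 in BM (permutation p = 0.908). With a pseudocount of 0.1 the rises in blood were 0.29 in males (exact permutation p = 0.0857) and 0.41 in females (exact permutation p = 0.0571). Without naive male replicate 1, 2, 3 or 4 the male rise was 0.33, 0.30, 0.30 or 0.36, each with an exact permutation p of 0.0571.

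**Figure D1:**
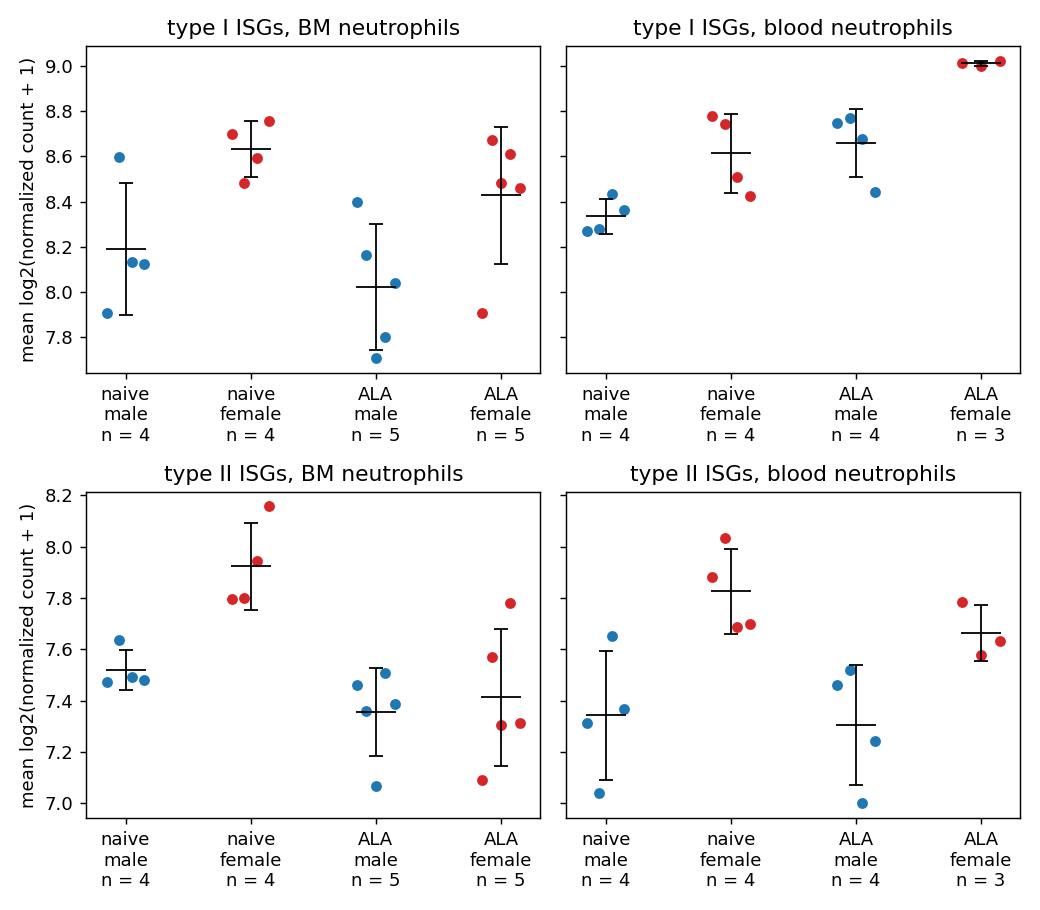
Type I (top) and type II (bottom) ISG scores of BM (left) and blood (right) neutrophils by group, on the y axis as mean log2 normalized count of the listed genes. Points are libraries and bars are the mean ± SD. In blood the type I scores of naive and ALA mice do not overlap within a sex.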

### Sex differences in the induction of type I and type II ISGs in neutrophils from the BM and blood

Since interferon signaling is important for pathogen elimination, we next focused on sex- and infection-dependent expression of type I and type II ISGs in BM and Blood neutrophils (16, 31) (included ISGs are shown in **Supplementary Table 5**). 

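The lists of Supplementary Table 5 hold 61 type I and 69 type II ISGs, and all of them are present in both expression tables. Low counts kept 50 to 54 type I genes and 41 to 50 type II genes in the tests, depending on the comparison.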

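Of 51 type I ISGs tested in BM neutrophils of naive mice, 39 were higher in females (n = 4) than in males (n = 4), with a median log2 fold change of 0.30 (camera adjusted p = 3.34e-07, 16 set tests). The call did not hold under fry (0.105) or with an estimated correlation (0.24). At an adjusted p under 0.05 limma called 0 of these genes over all genes, and 15, all higher in females, adjusted over the list alone. The score was 8.63 ± 0.12 (SD, n = 4) in females and 8.19 ± 0.29 (n = 4) in males (exact permutation p = 0.0857).

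Oas2 was 958 ± 164 in females and 629 ± 181 in males in BM, a log2 fold change of 0.64 (SE 0.19, adjusted p = 0.158), and in blood it differed by 0.53 (adjusted p = 0.0952). Without blood naive male replicate 4 the latter difference was 0.58 (adjusted p = 0.0475). Ifih1 differed by 0.19 in BM (adjusted p = 0.606) and 0.14 in blood (adjusted p = 0.625), and by -0.003 in BM without naive male replicate 1. Rsad2 in BM was 1199 ± 220 in females and 810 ± 604 in males, a log2 fold change of 0.78 (SE 0.34, adjusted p = 0.264). Naive male replicate 2 lay far above the other males, and without it the difference was 1.22 (adjusted p = 0.00792).

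In BM the log2 fold changes of Ddit4 (-0.64, adjusted p = 0.26), Jade2 (-0.47, 0.251), Slc25a28 (-0.13, 0.646) and Irf1 (-0.05, 0.85) were negative and that of Trim30b (0.27, 0.347) positive. In each of Ddit4, Jade2 and Irf1 a single library lay apart from its group, and Irf1 differed by 0.04 without naive male replicate 2. In blood Ssbp3 differed by 0.15 (adjusted p = 0.872), and by -0.08 without naive female replicate 4.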

Overall, female BM-derived neutrophils showed higher expression of type I ISGs under steady state conditions (BM and blood, *Oas2, Ifih1, Rsad2*), whereas a subset of ISGs was also highly regulated in their male counterparts (BM, *Ddit4, Slc25a28, Trim30b, Irf1*, *Jade 2;* Blood*, Ssbp3*) (**Figure 4A**). During infection, more ISGs were upregulated in female (comparison ALA *vs* naive) blood neutrophils than in male samples (comparison ALA *vs*. naive), whereas a downregulation of ISGs was observed in male neutrophils and no changes were found in female BM neutrophils (**Figure 4A**). 

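At an adjusted p under 0.05 over all genes, 25 type I ISGs rose in female blood neutrophils and 13 in male ones, and 0 fell in either sex by limma. Adjusted over the list alone, 33 rose and 2 fell in females and 26 rose and 1 fell in males. The difference in infection response between the sexes had a median of 0.06 over 54 genes (31 higher, camera adjusted p = 0.748, 4 set tests), and with blood naive female replicate 4 left out -0.01. In BM the type I medians were -0.19 in males (35 of 50 lower, camera adjusted p = 0.0875) and -0.16 in females (35 of 51 lower, camera adjusted p = 0.0325). Neither was below 0.05 under fry (0.464 and 0.374). In males 4 genes rose and 6 fell over all genes (2 and 6 adjusted over the list alone), and in females 3 rose and 6 fell (3 and 7). Between the sexes the BM response differed by a median of -0.01 and a mean of -0.04, while the test pointed up (camera adjusted p = 0.748). The median was 0.14 without ALA female replicate 15. The female call in BM was lost without that library (-0.04), naive female replicate 5 (-0.15) or naive female replicate 8 (-0.09). In males a call was gained without naive male replicate 1 (-0.31) or ALA male replicate 10 (-0.31).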

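Of 43 type II ISGs tested in BM neutrophils of naive mice, 36 were higher in females (n = 4) than in males (n = 4), with a median log2 fold change of 0.25 (camera adjusted p = 8.49e-06). The call held under fry (0.0323) and not with an estimated correlation (0.14). Over all genes limma called 0 of them, and 9 adjusted over the list alone. The type II score differed by 0.40, and every female was above every male (exact permutation p = 0.0286, the smallest possible, and 0.0763 after adjustment). Of the chemokines in this list, Cxcl10 was 14.7 ± 4.36 (SD, n = 4) in females and 3.30 ± 2.63 (n = 4) in males, a log2 fold change of 1.99 (SE 0.49, adjusted p = 0.124). Its adjusted p was 0.0487 without naive female replicate 5. Ccl3 differed by 0.12 (SE 0.41, adjusted p = 0.902), and by -0.19 without naive male replicate 3. Counts of Ccl2, Ccl4, Ccl5, Ccl12 and Cxcl9 were too low to be tested, so that a difference was not detectable at this depth. Ccl12 was listed at 0 in all 8 mice.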

Type II ISGs in BM neutrophils showed less pronounced sex differences under steady state conditions, however, expression of chemokines involved in adhesion and recruitment of neutrophils was higher in male-derived neutrophils. 

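H2-Q7 was 1133 ± 48.4 (SD, n = 4) in blood neutrophils of naive females and 299 ± 158 (n = 4) in those of naive males, a log2 fold change of 2.11 (SE 0.35, adjusted p = 0.0545). H2-DMb2 (2.08, adjusted p = 0.065), H2-M3 (1.57, 0.065) and Myc (2.92, 0.128) were also higher in females. None of the 4 was called by limma over all genes, and in H2-M3 naive female replicate 3 lay apart from the other females. H2-Q7 was a DEG without a filter, with the replicate block, values as provided, voom weights, quantile normalization or a pseudocount of 5. H2-DMb2 was a DEG without a filter or with the block, and H2-M3 without a filter or with a pseudocount of 5. Under the other settings these were not DEGs, and Myc was a DEG under none. Without naive male replicate 4 each of the 4 had an adjusted p under 0.05 (0.00907, 0.0304, 0.0261 and 0.0176). So had H2-Q7 without naive male replicate 3 or naive female replicate 1, and H2-DMb2 without naive female replicate 1. B cell transcripts were higher in the same females. With their mean level as a covariate the differences were 1.33 for H2-Q7, 0.55 for H2-DMb2, 1.14 for H2-M3 and 0.22 for Myc. The list's genes with an adjusted p under 0.05 over all genes were H2-Q6 (2.55) and H2-K1 (0.78), named after their values were seen.

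In ALA mice the female over male differences were 1.42 for C4a (84.7 ± 8.13 and 31.8 ± 9.82, n = 3 and 4, adjusted p = 0.123), 0.40 for Cxcl10, 0.30 for Psme1, 0.19 for H2-D1 and -0.08 for Psme2, with adjusted p from 0.123 to 0.867. Psme2 differed by 0.05 without ALA female replicate 3. Between ALA and naive females the changes were 1.87 for C4a (adjusted p = 0.125), 0.60 for Cxcl10 (0.249), 0.57 for Psme1 (0.0296), 0.25 for H2-D1 (0.227) and -0.16 for Psme2 (0.616). The Psme1 call was lost in each of the 7 fits that left out 1 library (0.55 to 0.60).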

In blood neutrophils, in the steady state (e.g. *Myc, H2-DMb2, H2-M3, H2-Q7*…) but also during infection e.g. *Cxcl10, H2-D1, C4a, Psme1, Stat1, Psme2*, more genes were upregulated in neutrophils from female mice. However, one set of type II ISGs was also upregulated in male-derived neutrophils following infection e.g. *Casp1, CtsI, Ccl2* (**Figure 4B**). 

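In male blood neutrophils Ccl2 went from 29.7 ± 12.1 (SD, n = 4) in naive to 94.9 ± 24.0 (n = 4) in ALA mice, a log2 fold change of 1.71 (SE 0.33, adjusted p = 0.0455). The call was lost in 7 of the 8 fits that left out 1 library (1.60 to 1.91) and kept without naive male replicate 3 (1.40). Ctsl rose by 0.60 (adjusted p = 0.202) and Casp1 by 0.44 (adjusted p = 0.342). In females Casp1 rose by 0.88 (SE 0.14, adjusted p = 0.0101), a value looked up after those of males were seen. Over all genes 2 type II ISGs were called in males, both higher in ALA mice, and 7 adjusted over the list alone. In females 5 rose and 3 fell over all genes, and 10 rose and 11 fell adjusted over the list alone. The difference in response between the sexes had a median of -0.05 (camera adjusted p = 0.625), and 0.05 without ALA male replicate 1.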

An additional illustration, showing organ-and sex-specific comparative analysis of ISGs, is provided in **Supplementary Figures 4C, D**.

**Figure 4:**
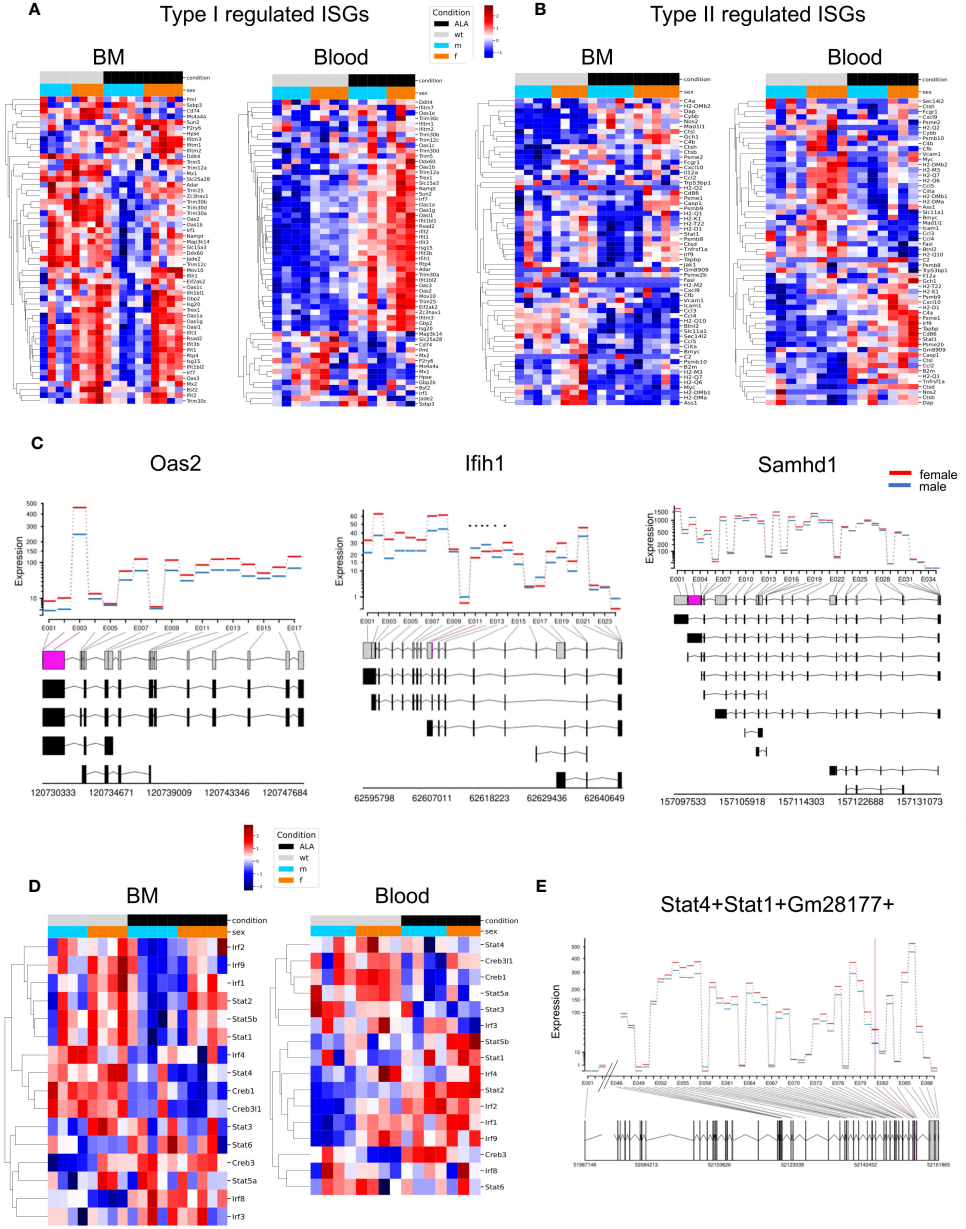
Sex differences in expression of type I- and type II-associated interferon-stimulated genes (ISGs). Heatmaps showing regulation of type I **(A)** - and type II **(B)** regulated ISGs in bone marrow (BM) and blood-derived neutrophils. Samples are grouped by condition (naive or ALA) and sex (male or female); red = up-, blue = downregulated. **(C)** DEU plots comparing gene expression in bone marrow neutrophils from naive female and male mice from selected ISGs. Significantly different exon transcripts (padj ≤ 0.05) are shown in purple. **(D)** Heatmaps showing regulation of transcription factors (TFs) in neutrophil from BM and blood. Samples are grouped by condition (naive or ALA) and sex; red = upregulation, blue = downregulation). **(E)** DEU plot for the TFs Stat1 and Stat4. Comparison between sexes neutrophils from naive BM.

Differential exon usage (DEU) is a type of alternative splicing that involves differential inclusion or exclusion of one or more exons from the mature mRNA transcript of a gene. The differential exon usage is calculated comparing infected versus naïve samples for males and females separately (**Figures 4C, E**). The figures show the fitted expression values (model effect estimates) of the comparisons for each of the exons of the genes for male (blue) and female (red).

We obtained 90 (female) and 1 (male) DEU for blood female and male, respectively, while female and male BM had 42 and 3 DEU, respectively (**Supplementary Table 2**). 

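Reads per exon were not analysed here. The gene-level count of Samhd1 (ENSMUSG00000027639) in BM neutrophils was 8925 ± 1245 (SD, n = 4) in naive females and 8423 ± 1092 (n = 4) in naive males, a log2 fold change of 0.08 (SE 0.13, adjusted p = 0.782). Without naive male replicate 1 it was -0.01.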

The three ISGs (*Oas2*, *Ifih1*, and *Samhd1*) showed a higher fitted expression of exons in females than in males BM neutrophils (**Figure 4C**). Interestingly, the number of DEUs was higher in BM- and blood neutrophils from females than males, suggesting a more versatile rearrangement and reaction to infection in females.

Furthermore, we aimed to gain insight into the transcription factor changes that might explain differential gene regulation in sex-specific transcriptional profiles in blood and BM neutrophils. We employed transcription factor interference to analyze the activity profiles of ISG-related transcription factors (TFs) and identified differentially activated TFs (**Supplementary Table 3**). 

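The activity of transcription factors, which is inferred from their target genes, was not recomputed. The transcript levels of the factors themselves, ALA over naive, gave the following log2 fold changes. In BM neutrophils of females Irf1 changed by -0.10 (adjusted p = 0.678), Irf2 by -0.16 (0.428) and Stat2 by -0.10 (0.609). In BM of males they changed by -0.38 (0.125), -0.30 (0.129) and -0.22 (0.2), and Irf1 had an adjusted p of 0.0341 without ALA male replicate 10. In blood Stat2 rose by 0.51 in females (958 ± 31.7 to 1361 ± 64.4, SD, n = 4 and 3, adjusted p = 0.0197) and 0.46 in males (0.207). The female call of Stat2 was lost in 5 of 7 fits that left out 1 library (0.47 to 0.53) and kept without naive female replicate 3 or ALA female replicate 1. Irf1 in blood changed by 0.29 in males (0.413) and -0.07 in females (0.847), and Irf2 by -0.03 (0.939) and 0.01 (0.973). The signs of Irf1 in females and of Irf2 in both sexes turned when single libraries were left out, with values from -0.20 to 0.05 for Irf1 in females, -0.09 to 0.11 for Irf2 in females and -0.09 to 0.04 for Irf2 in males.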

We found that *Irf2*, *Irf1*, and *Stat2* exhibited female-specific upregulation in infected BM, while their expression was upregulated in blood of both, male and female, under disease conditions. 

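Creb3 transcripts in blood neutrophils of naive mice were 244 ± 28.7 (SD, n = 4) in females and 325 ± 39.2 (n = 4) in males, a log2 fold change of -0.42 (SE 0.13, adjusted p = 0.23), with every female below every male. In BM the counts were 204 ± 18.8 and 211 ± 33.2, a log2 fold change of -0.03 (SE 0.14, adjusted p = 0.921), which lay between -0.10 and 0.05 with single libraries left out.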

*Creb3* was downregulated in uninfected female blood samples and downregulated for uninfected male samples of BM (**Figure 4D**). Additionally, a higher activity of *Stat1* and *Stat4* in female BM-derived neutrophils at steady state could be detected. This was verified by a higher *Stat1/Stat4* exon expression in female BM neutrophils under steady state conditions (only the part that changes significantly are shown) (**Figure 4E**).

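At the gene level Stat4 in BM neutrophils was 450 ± 35.8 (SD, n = 4) in naive females and 461 ± 65.9 (n = 4) in naive males, a log2 fold change of -0.03 (SE 0.12, adjusted p = 0.932). Without naive male replicate 2 the difference was 0.06.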

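In blood neutrophils 39 of 54 type I ISGs were higher in naive females (n = 4) than in naive males (n = 4), with a median log2 fold change of 0.16 (camera adjusted p = 3.34e-07). In ALA mice 47 of 53 were higher in females (n = 3) than in males (n = 4), with a median of 0.32 (camera adjusted p = 6.73e-09). The naive call held under fry (0.00482), and the ALA call did not (0.0507). With an estimated correlation neither held (0.0507 and 0.14). Over all genes 3 type I ISGs were called in naive mice, Oas1g (1.57), Ifit3 (0.97) and Rsad2, all higher in females, and 16 adjusted over the list alone. In ALA mice limma called 0 over all genes and 7 adjusted over the list alone. The type I scores differed by 0.28 in naive mice (exact permutation p = 0.0571) and by 0.35 in ALA mice, where every female was above every male (exact permutation p = 0.0286, the smallest possible). In naive mice the score difference was 0.34 without female replicate 4, which gave the smallest p those numbers allow.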

In conclusion, type I ISGs are more highly expressed in female neutrophils in the blood, independent of infection. The expression of type II ISGs of neutrophils in blood is higher in female than in those of male individuals both in the naive state and after infection. Furthermore, the high number of DEUs in BM- and blood neutrophils from females suggest a more versatile rearrangement and reaction to infection in females.

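For type II ISGs the median female over male log2 fold change in blood neutrophils was 0.14 in naive mice (33 of 49 higher, camera adjusted p = 7.82e-05) and 0.16 in ALA mice (33 of 50 higher, camera adjusted p = 0.00983). Neither call held under fry (0.0536 and 0.0802) or with an estimated correlation (0.14 and 0.182). With B cell transcripts as a covariate the naive median was 0.18, and the ALA median 0.17 with its call lost. The ALA call was also lost without ALA female replicate 1 (0.21) or 2 (0.13). The type II scores were 7.83 ± 0.16 (SD, n = 4) in naive females and 7.34 ± 0.25 (n = 4) in naive males, without overlap (exact permutation p = 0.0286, the smallest possible). Without naive female replicate 1, 2, 3 or 4 they differed by 0.46, 0.41, 0.53 or 0.53 (exact permutation p = 0.0571). In ALA mice they were 7.66 ± 0.11 (n = 3) and 7.31 ± 0.24 (n = 4), also without overlap (exact permutation p = 0.0857). After adjustment over the 16 score tests these were 0.0763 and 0.127. In naive mice 11 genes were higher and 1 lower adjusted over the list alone, and in ALA mice 3 were higher.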

### Sex difference in viperin/RSAD2 protein production by neutrophils

We have observed increased expression of type I ISGs at the transcriptional level, we were now interested in studying the expression and testosterone dependence of a prototypical ISG. 

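Rsad2 (ENSMUSG00000020641) lies on chromosome 12 from 26442746 to 26456452, with 4335 exonic bases. In blood neutrophils its level was 76.0 ± 11.8 RPKM (SD, n = 4) in naive males, 123 ± 10.0 (n = 4) in naive females, 153 ± 15.0 (n = 4) in ALA males and 206 ± 42.2 (n = 3) in ALA females. On the scale of CPM, which leaves out the length, it was 329 ± 51.0, 532 ± 43.4, 662 ± 64.9 and 893 ± 183 CPM. Infection raised the RPKM by a ratio of 2.01 in males and 1.68 in females, and females exceeded males by 1.61 in naive and 1.35 in ALA mice. On normalized counts the 2 groups did not overlap in any of these 4 comparisons (exact permutation test, p = 0.0286, the smallest these numbers allow). On RPKM the sex difference in ALA mice gave an exact permutation p of 0.0571. The log2 fold changes were 1.05 (SE 0.12, adjusted p = 0.00228) and 0.92 (SE 0.14, adjusted p = 0.00957) for infection in males and females, and 0.68 (SE 0.11, adjusted p = 0.0386) and 0.55 (SE 0.15, adjusted p = 0.243) for sex in naive and ALA mice. The alternative that moved a difference most was scaling to the library total alone, which took infection in females to 0.73 with the call kept (adjusted p = 0.0268, with 0.00247 to 0.0998 over the alternatives). The call there was lost with the replicate block (0.91). The call for sex in naive mice was lost with the library total alone (0.70, adjusted p = 0.0548), voom weights (0.68, 0.0517) and TMM (0.66, 0.0515). That call was also lost in 6 of 8 fits that left out 1 library (0.62 to 0.71) and kept without naive male replicate 4 or naive female replicate 1.

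**Figure D2:**
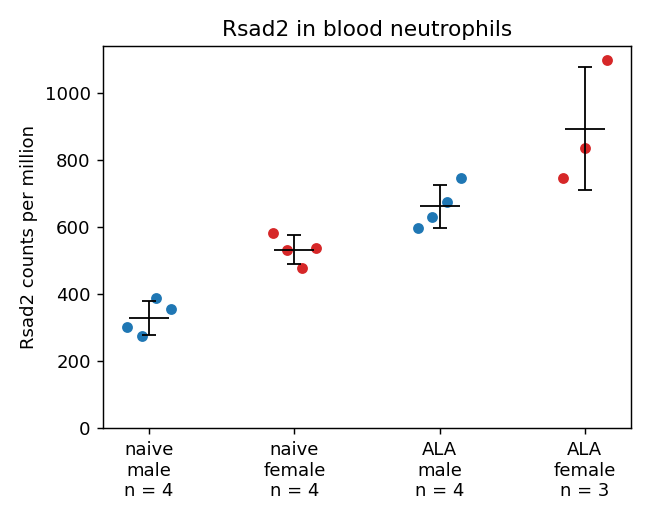
Rsad2 level of each blood neutrophil library in CPM (y axis, from 0) by group. Points are libraries and bars are the mean ± SD, 329 in naive males, 532 in naive females, 662 in ALA males and 893 in ALA females.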

For this purpose, we chose one of the best-studied ISGs, the viperin/RSAD2 (**Figure 4A**; **Figure 5A**) (32–34) and analyzed it by flow cytometry (**Figure 5B**). Upon infection, RSAD2-expressing neutrophils significantly increased in both sexes in the blood (***p < 0.001) and the liver (*p< 0.05 (males); ***p < 0.001 (females)) (**Figure 5C**). Following testosterone substitution of female mice, a noticeable trend towards decreased RSAD2-expressing neutrophils from blood, but not the liver, was observed after infection (**Figure 5D**). Unlike in mice, we found no sex difference in the percentage of peripheral neutrophils (FACS Plot of human neutrophils expressing RSAD2, **Figure 5E**) between men and women (**Figure 5F**), however, RSAD2 expression by neutrophils from women was significantly higher after stimulation with PMA compared to unstimulated neutrophils (*p<0.05, **Figure 5G**). After stimulation with LPS or CL097, a tendency for higher RSAD2 production was observed in female neutrophils compared with male neutrophils (**Figure 5G**).

**Figure 5:**
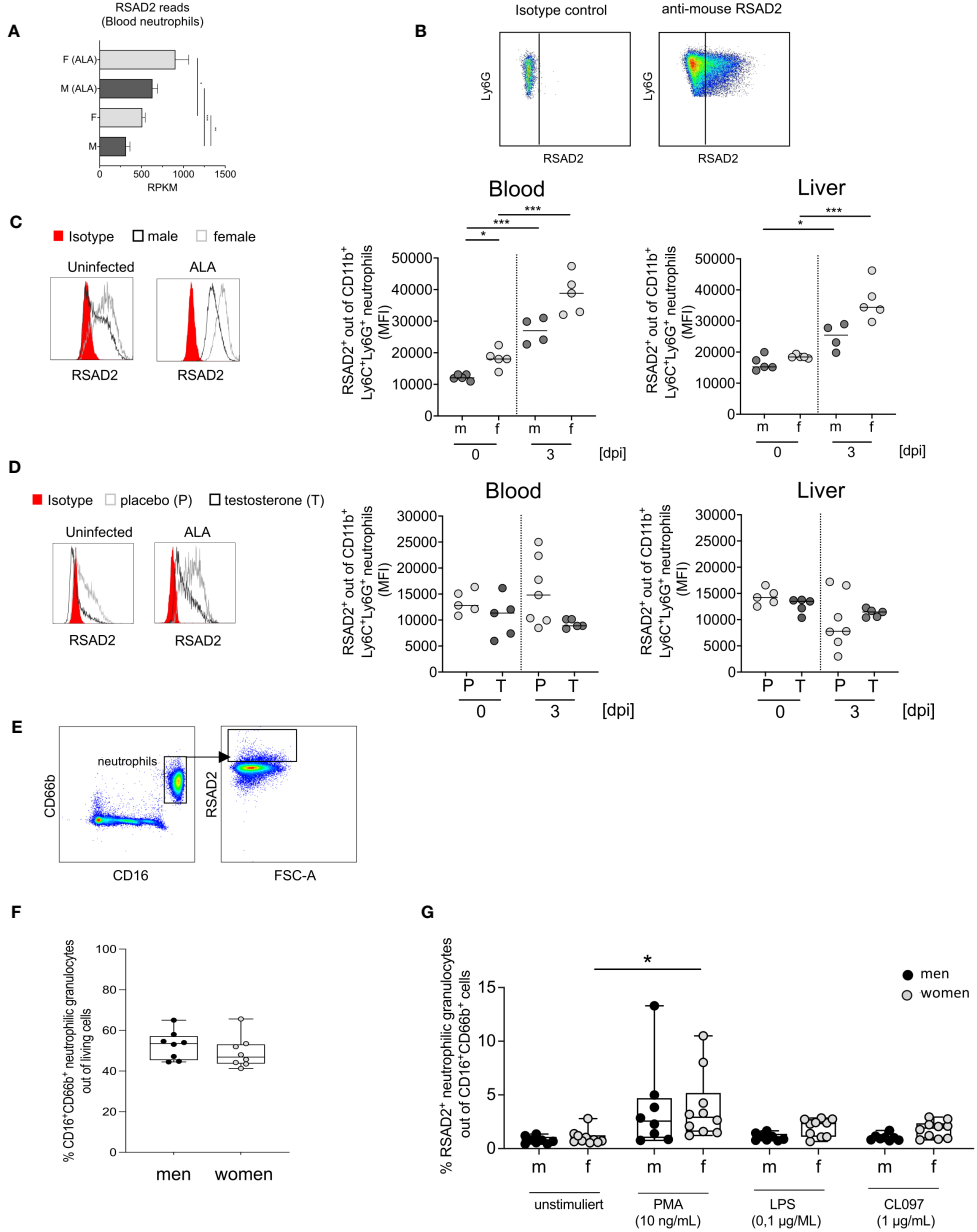
Expression of RSAD2 by neutrophils from mice and men. **(A)** RSAD2-Reads per Kilobase Million (RPKM) from murine blood of naive (F+M) and infected (amebic liver abscess/ALA) neutrophils. **(B)** Isotype and RSAD2 intracellular staining of blood and liver -derived neutrophil. **(C)** Histogram of RSAD2-expressing neutrophils from male and female mice and MFI of RSAD2^+^ expression in neutrophils from blood and liver and **(D)** Histogram of RSAD2-expressing neutrophils from placebo (P) and testosterone (T) substituted female mice (0 and 3 days post infection [dpi]). **(E)** Gating strategy to identify human neutrophils (CD66b^+^CD16^+^) expressing RSAD2 following stimulation. **(F)** Percentage of human neutrophils in men and women in peripheral blood. **(G)** Percentage of RSAD2^+^ from blood-derived human neutrophils following 4 hours incubation with different stimulants. **(C, D)** *p*-values were calculated using a two-tailed Student’s t test (*p < 0.05, **p < 0.01, ***p < 0.001). **(A, F, G)**. Mann-Whitney U Test *p < 0,05 and **(F, G)** Wilcoxon-Rank-Sum-test (*p < 0.05; **p < 0.01).

In conclusion, male neutrophil granulocytes exhibit lower type I ISG RSAD2 expression compared to females, which is likely influenced by testosterone.

## Discussion

In the present study, we focused on sex differences and the effect of testosterone on neutrophil granulocytes in a mouse model of hepatic amebiasis. The first striking results became apparent when we compared the percentages of neutrophils in male and female mice in different organs. Already in naïve mice, we observed higher neutrophil amounts in the blood of males than in females without apparent difference in BM and liver. Following intrahepatic infection, this sex-related difference in neutrophil numbers was present in all organs. Previous investigations showed that testosterone modulates accumulation and recruitment of neutrophils, independent of infection-associated stimuli or site of infection (46–48), a finding that we were able to verify in this study. In the context of human studies, a higher count of neutrophil granulocytes was observed in the blood of males compared to females under healthy conditions, which aligns with the results obtained from the mouse experiments. However, within the same study, a greater percentage of neutrophils was identified in the blood of females. Notably, this proportion exhibited an age-dependent decline, becoming markedly reduced around the age of 50 years (49). An explanation for this phenomenon can be derived from another study demonstrating an anti-apoptotic influence of estrogens on neutrophils (50). The androgen receptor (AR), located on the x chromosome, is broadly expressed by all neutrophil lineages (51) and it has been shown that androgens not only stimulate proliferation of neutrophils and their precursors *in vitro* (52), but also accelerate recovery of neutrophil numbers *in vivo* following immunosuppressive therapies (53, 54) and more recently in a testosterone dose-response study in men (55). The observed increase in neutrophil frequencies in female mice following testosterone substitution in this study supports this direct effect of testosterone.

Since parasite growth in the liver is controlled more quickly in female mice (22), the higher number of neutrophils in males could be attributed to prolonged inflammatory processes due to parasite persistence and a general, androgen-dependent immunosuppressive effect on neutrophils. Increased expression of CXCL1 by neutrophils during ALA may support the hypothesis of inefficient initial infection control in males, leading to further excessive recruitment of neutrophils. Moreover, the anti-infection activity of these recruited neutrophils is presumably hampered because androgens modulate a variety of immune regulatory functions, including degranulation and ROS production, as well as promoting production of anti-inflammatory cytokines such as TGF-β1 or IL-10 (48, 56, 57).

Over the past years, studies show that neutrophils possess greater functional diversity than previously assumed. In an attempt to better estimate sex-specific and infection-specific differences in neutrophils, we analyzed the neutrophils according to the proinflammatory N1-like and anti-inflammatory N2 phenotype (19, 20). Unlike in the tumor environment, immature neutrophils (N0) expressing CD117 accounted for only a very small proportion of total neutrophils (<5%), mainly in bone marrow but also in blood and liver of naive animals, and were therefore not examined in detail in this study. The greatest increase in the percentage of N1- and N2-like neutrophils was found in the blood and liver of infected female mice and in the liver of infected male mice, indicating that neutrophils were most specifically polarized in the liver. Depletion of androgens by gonadectomy reduced the number of immature neutrophils in the BM, and testosterone reduced N1/N2 polarization of neutrophils in the blood, both before and during infection (compared with gonadectomized mice). Deconvolution analysis provided additional insight into the maturity state of neutrophils according to the nomenclature of Xie (17). The more premature phenotypes of neutrophil granulocytes (G2, G3, and G4) are found primarily in bone marrow. Compared to BM neutrophils, blood neutrophils have a high proportion of mature G5a, G5b, and G5c phenotypes, an observation also confirmed by Xie et al. It has been described that the G5b maturation state has a high ISG signature (17), which supports the results and data we obtained in this work. Furthermore, we examined the transcriptome of neutrophils from infected male and female mice, and focused on sex differences in type I and type II interferon (IFN) pathways. Type I IFNs (IFN-α, IFN-β, IFN-ϵ, IFN-κ) play important roles in neutrophil biology by signaling via a common receptor interferon-α/β receptor (IFNAR), thereby inducing expression of several hundred ISGs (58). These IFNs regulate the oxidative burst and formation of extracellular traps, enhance production of IL-6 and *TNF* mRNA in male human neutrophils upon TLR7/8 stimulation, despite similar expression of their receptor in male and females (16, 59, 60). By comparing induction of ISGs, we found striking sex differences between neutrophils from the BM and blood. In the blood under steady state conditions, upregulation of type I ISGs was higher in neutrophils from females than in males. This difference was more pronounced following infection. In blood neutrophils, type I ISGs were more upregulated in females compared to males following infection, suggesting a less activated phenotype in males.

In humans, greater upregulation of type I ISGs was observed in neutrophils from healthy adult women compared with men including expression of RSAD2 on the mRNA level (16). Here we found that RSAD2 expression on the protein level is also higher in women compared to men and downregulated by testosterone in mice. Some studies have indicated that Viperin expression can be induced in response to parasitic infections, suggesting that it might have a broader antiparasitic role beyond its well-established antiviral function. For example, research has shown increased RSAD2 expression in response to infections caused by protozoan parasites like *Toxoplasma gondii* (61) and *Plasmodium falciparum* (62), respectively. However, the specific interactions between RSAD2 and parasites and the extent of its influence on parasitic infections require further investigation.

By contrast, regulation of type II ISGs (30), is less clearly associated with infection, and essentially two groups were identified in blood neutrophils: one in which genes are upregulated under steady state conditions and downregulated in the infectious state and a second in which the opposite occurred.

One ISG group of interest is associated with leukocyte migration; these include IP-10, CCL2, and CCL3. The levels of these chemokines in blood serum were analyzed in the present study, in addition to transcriptional analysis. These molecules are known chemoattractants for monocytes (63, 64) and neutrophils (23) and are present in the type II ISG heatmaps.

In summary, we found sex-specific differences in neutrophils, including recruitment behavior, maturation stage, and variations in transcription factors and ISGs like RSAD2, which are partly influenced by androgens. The less activated and mature state of male murine neutrophils results in prolonged survival of amoebic trophozoites, leading to a deleterious cycle that contributes to liver destruction.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE242045 (GEO).

## Ethics statement

The studies involving humans were approved by Medical association Hamburg (permission number: 2020-10067-BO). The studies were conducted in accordance with the local legislation and institutional requirements. The participants provided their written informed consent to participate in this study. The animal studies were approved by Federal health authorities of the State of Hamburg (permission numbers: N51/17; N120/2020). The studies were conducted in accordance with the local legislation and institutional requirements. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author contributions

ME: Data curation, Formal Analysis, Investigation, Methodology, Software, Supervision, Validation, Visualization, Writing – review & editing. SH: Data curation, Formal Analysis, Methodology, Software, Supervision, Writing – review & editing. MR: Data curation, Investigation, Methodology, Validation, Visualization, Writing – review & editing. DM: Formal Analysis, Investigation, Methodology, Validation, Writing – review & editing. FH: Data curation, Formal Analysis, Methodology, Software, Validation, Visualization, Writing – review & editing. RK: Data curation, Formal Analysis, Methodology, Software, Validation, Visualization, Writing – review & editing. CH: Formal Analysis, Investigation, Methodology, Validation, Writing – review & editing. JB: Formal Analysis, Investigation, Methodology, Writing – review & editing. VB: Formal Analysis, Methodology, Validation, Writing – review & editing. BH: Methodology, Supervision, Validation, Writing – review & editing. AB: Methodology, Formal Analysis; Validation, review & editing. MG: Investigation, Methodology, Validation, Writing – review & editing. HF: Investigation, Methodology, Supervision, Writing – review & editing. CM: Methodology, Visualization, Writing – review & editing. DC: Data curation, Formal Analysis, Methodology, Software, Validation, Writing – review & editing. SB: Conceptualization, Data curation, Formal Analysis, Funding acquisition, Resources, Software, Supervision, Validation, Writing – review & editing. JS: Conceptualization, Data curation, Formal Analysis, Investigation, Methodology, Supervision, Validation, Visualization, Writing – review & editing. HL: Conceptualization, Data curation, Funding acquisition, Investigation, Project administration, Resources, Supervision, Visualization, Writing – original draft, Writing – review & editing.

# Supplementary material for: Testosterone affects type I/type II interferon response of neutrophils during hepatic amebiasis
**Source:** Front Immunol. 2023 Dec 21;14:1279245. doi: 10.3389/fimmu.2023.1279245
**Supplement:** Supplementary file 1

# Male sex affects type I/type II interferon response of neutrophils during hepatic amebiasis

Marco-Er-Lukowiak<sup>#1</sup>, Sonja Hänzelmann<sup>#2 3 4</sup>, Moritz Rothe<sup>1</sup>, David Teodor Moamenpour<sup>1</sup>, Fabian Hausmann<sup>2 3</sup>, Robin Khatri<sup>2 3</sup>, Charlotte Hansen<sup>1</sup>, Jennifer Boldt<sup>1</sup>, Valentin Andreas Bärreiter<sup>1</sup>, Barbara Honecker<sup>1</sup>, Annika Bea<sup>1</sup>, Marie Groneberg<sup>1</sup>, Helena Fehling<sup>1</sup>, Claudia Marggraff<sup>1</sup>, Dániel Cadar<sup>1</sup>, Stefan Bonn<sup>3,4,5</sup>, Julie Sellau<sup>†1</sup>, and Hanna Lotter<sup>†1</sup>

## Table of contents

Supplementary materials and methods

Supplementary Fig. 1

Supplementary Fig. 2

Supplementary Fig. 3

Supplementary Fig. 4

References

## Supplementary materials and methods

### *Neutrophil isolation for functional assays*

Neutrophil granulocytes from bone marrow (BM) or from peripheral organs (spleen and blood) were isolated using the Neutrophil Isolation Kit from Miltenyi (#130-097-658, Miltenyi Biotec) before they were introduced in the different *in vitro* assays. Splenocytes and blood leukocytes were obtained as previously described but under sterile conditions.

### *Determination of neutrophil phagocytic activity*

Neutrophil phagocytic capacity was performed using the Phagocytosis Assay Kit (IgG FITC) (#500290, Cayman chemical).  $1 \times 10^5$  isolated Neutrophil granulocytes from bone marrow (BM),  $3 \times 10^5$  blood leukocytes and  $1 \times 10^6$  splenocytes were co-incubated with FITC-labeled IgG beads at 4 °C or 37 °C for 1 hour. Cells were then prepared according to the kit instructions, stained with fluorochrome attached antibodies (CD11b FITC (1:200, M1/70), CD11b PerCP (1:100 M1/70), Ly6C PerCP/Cy5.5 (1:400, HK 1-4) and Ly6G PE (1:400, 1A8)) and quantified by flow cytometry.

### *Determination of Reactive oxygen species (ROS)*

Neutrophils were washed with ROS buffer (RPMI medium, 1% BSA, 1 mM  $\text{CaCl}_2$ ), counted, and diluted to  $10^6$  cells/mL.  $10^5$  Neutrophils were mixed with ROS detection reagent dihydrorhodamine 123 (500  $\mu\text{g}/\text{mL}$ ) and incubated at 37 °C for 15 min. Phorbol-12-myristate-13-acetate (PMA) was added at two different concentrations (5 nM; 10 nM) and incubation was continued for another 45 minutes. Cells from splenocyte suspension were stained with fluorochrome labeled antibodies. ROS production was quantified using the FITC channel of a flow cytometer.

### *Determination of neutrophil degranulation (MPO ELISA)*

Degranulation assay was performed with purified neutrophils derived from the bone marrow and periphery. In brief,  $10^5$  neutrophils were incubated with Phorbol12-myristat-13-acetat (PMA) (100 nM) at 37° C for 2 hours. After incubation neutrophils were centrifuged (300 x g, 4 °C, 5 min) and the supernatant collected and stored at -20 °C. Supernatants were analyzed using a murine ELISA for the detection of myeloperoxidase (MPO) (R&D Systems).

### *In vitro stimulation of purified neutrophils*

Isolated neutrophil granulocytes from bone marrow were placed in a 96-well round-bottomed plate, so that each well contained  $1 \times 10^6$  cells. The plate was centrifuged (350 x g, 4 °C, 5 min) and the supernatant was discarded. Neutrophils were resuspended in 200  $\mu\text{L}$  of cRPMI

containing the appropriate stimulus reagent (*Entamoeba histolytica* antigen (E. his Ag) 1 mg/mL, Phorbol12-myristat-13-aceta (PMA) 10 ng/ml, lipopolysaccharide (LPS) 5 µg/mL, 2-(Ethoxymethyl)-3H-imidazo(4,5-c) quinolin-4-amine (CL097) 1 µg/mL and N-Formyl-Met-Leu-Phe fMLP 5 µM). Neutrophils were incubated at 37 °C and 5% CO<sub>2</sub> for 4 hours. Supernatants were collected and stored at -20 °C while neutrophils were stained for flow cytometry.

#### *Preparation of E. histolytica lysate*

Trophozoites from the pathogenic B2 *E. histolytica* clone were harvested and centrifuged at 250 x g for 4 °C, 5 minutes. The supernatant was discarded and the pellet was frozen and thawed three times using liquid nitrogen. Protein concentration was measured using the Nanodrop™ 2000 spectrometer (Thermo Scientific).

#### *Cytokine analysis*

Stimulated neutrophil supernatant was used for cytokine analysis. The collected blood was centrifugated (1000 x g, 4 °C, 10 min) to obtain the plasma and stored afterwards -20 °C for cytokine measurements. Cytokine analysis was performed using multiple customized, murine LEGENDplex kits (Biolegend) for TNF-α, IL-1β, CXCL1, CXCL10, GM-CSF, IL-10, IL-4, IL-6, IL-13, IL-23, CCL2, CCL3, IL-17A, IL12p70, IFN-γ and IFN-β.

#### *NO<sub>2</sub><sup>-</sup> analysis*

For the measurement of NO<sub>2</sub><sup>-</sup> concentrations in the blood, plasma was incubated with Griess Reagent (Promega Corporation). The assay was performed on a 96-well flat bottom plate, in which six 1:2 dilutions of a NO<sub>2</sub><sup>-</sup> standard (100 µM) were provided. Serum samples were diluted 1:3 followed by the addition of sulfanilamide solution to each standard and sample well. After 7 minutes of incubation, N-(1-Naphthyl)ethyldiamin (NED) solution was added to all wells. After 7 minutes, the change of color was detected using an ELISA-Reader (Dynex Technologies, Inc.) with the light absorption at 530 nm wave length. NO<sub>2</sub><sup>-</sup> concentration correlated with the amount of absorbed light.

## Supplementary figures

A

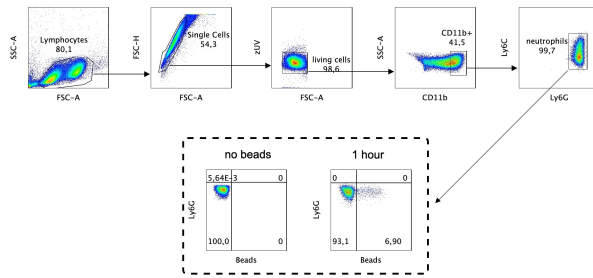

B

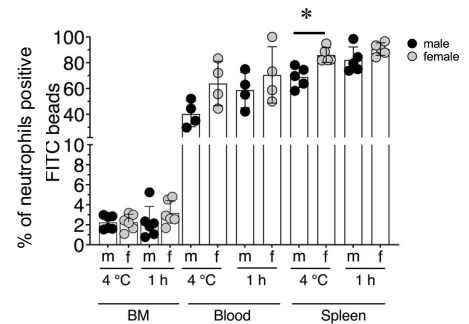

C

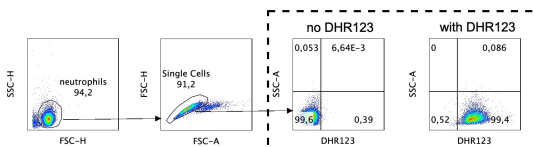

D

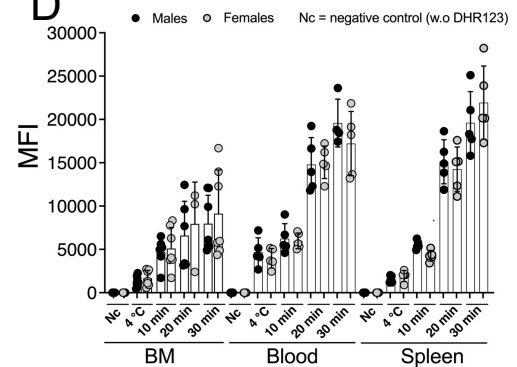

E

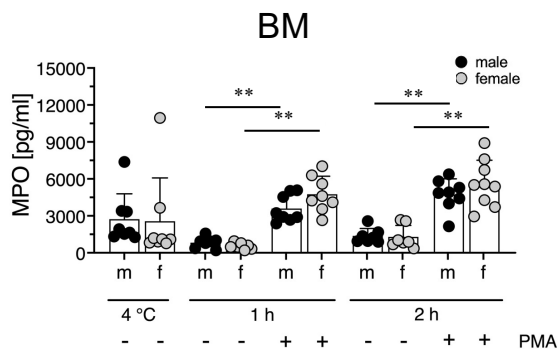

F

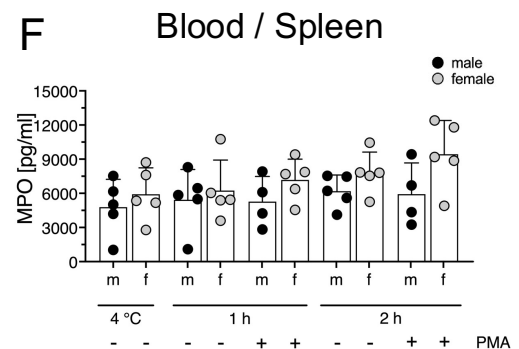

**Suppl. Fig. 1. Sex- dependent analysis of phagocytosis, production of reactive oxygen species (ROS) and degranulation capacity of neutrophils.** **A** Gating strategy to identify FITC<sup>+</sup> IgG labeled beads in neutrophils (CD11b<sup>+</sup>Ly6C<sup>+</sup>Ly6G<sup>+</sup>) by flow cytometry. **B** Percentage of phagocytosed beads by isolated bone marrow neutrophils, neutrophils of blood leukocytes and neutrophils of splenocytes. Neutrophils were incubated at indicated temperatures and time points with fluorescent beads (1:400) and analyzed by flow cytometry. Comparison is shown between male (m) and female (f) mice (n=5-6). **C** Gating strategy for Dihydrorhodamin 123 (DHR123) identification in neutrophil granulocytes (CD11b<sup>+</sup>Ly6C<sup>+</sup>Ly6G<sup>+</sup>) by flow cytometry. **D** Mean fluorescence intensity (MFI) of DHR123 in neutrophils isolated from BM, blood leukocytes or splenocytes. Neutrophils were incubated at indicated temperatures and time points with DHR123 (0,5 mg/ml) and analyzed by flow cytometry (n=4-7). **E-F** Myeloperoxidase (MPO) concentration (pg/ml) in supernatants of PMA (100 nM) stimulated neutrophils was analyzed with ELISA. The assay was performed with neutrophils isolated from bone marrow (**E**) and pooled spleen and blood (**F**) (n= 5-8). *P*-values were calculated using two-tailed Mann-Whitney-U test. (\**p* < 0.05, \*\**p* < 0.01).

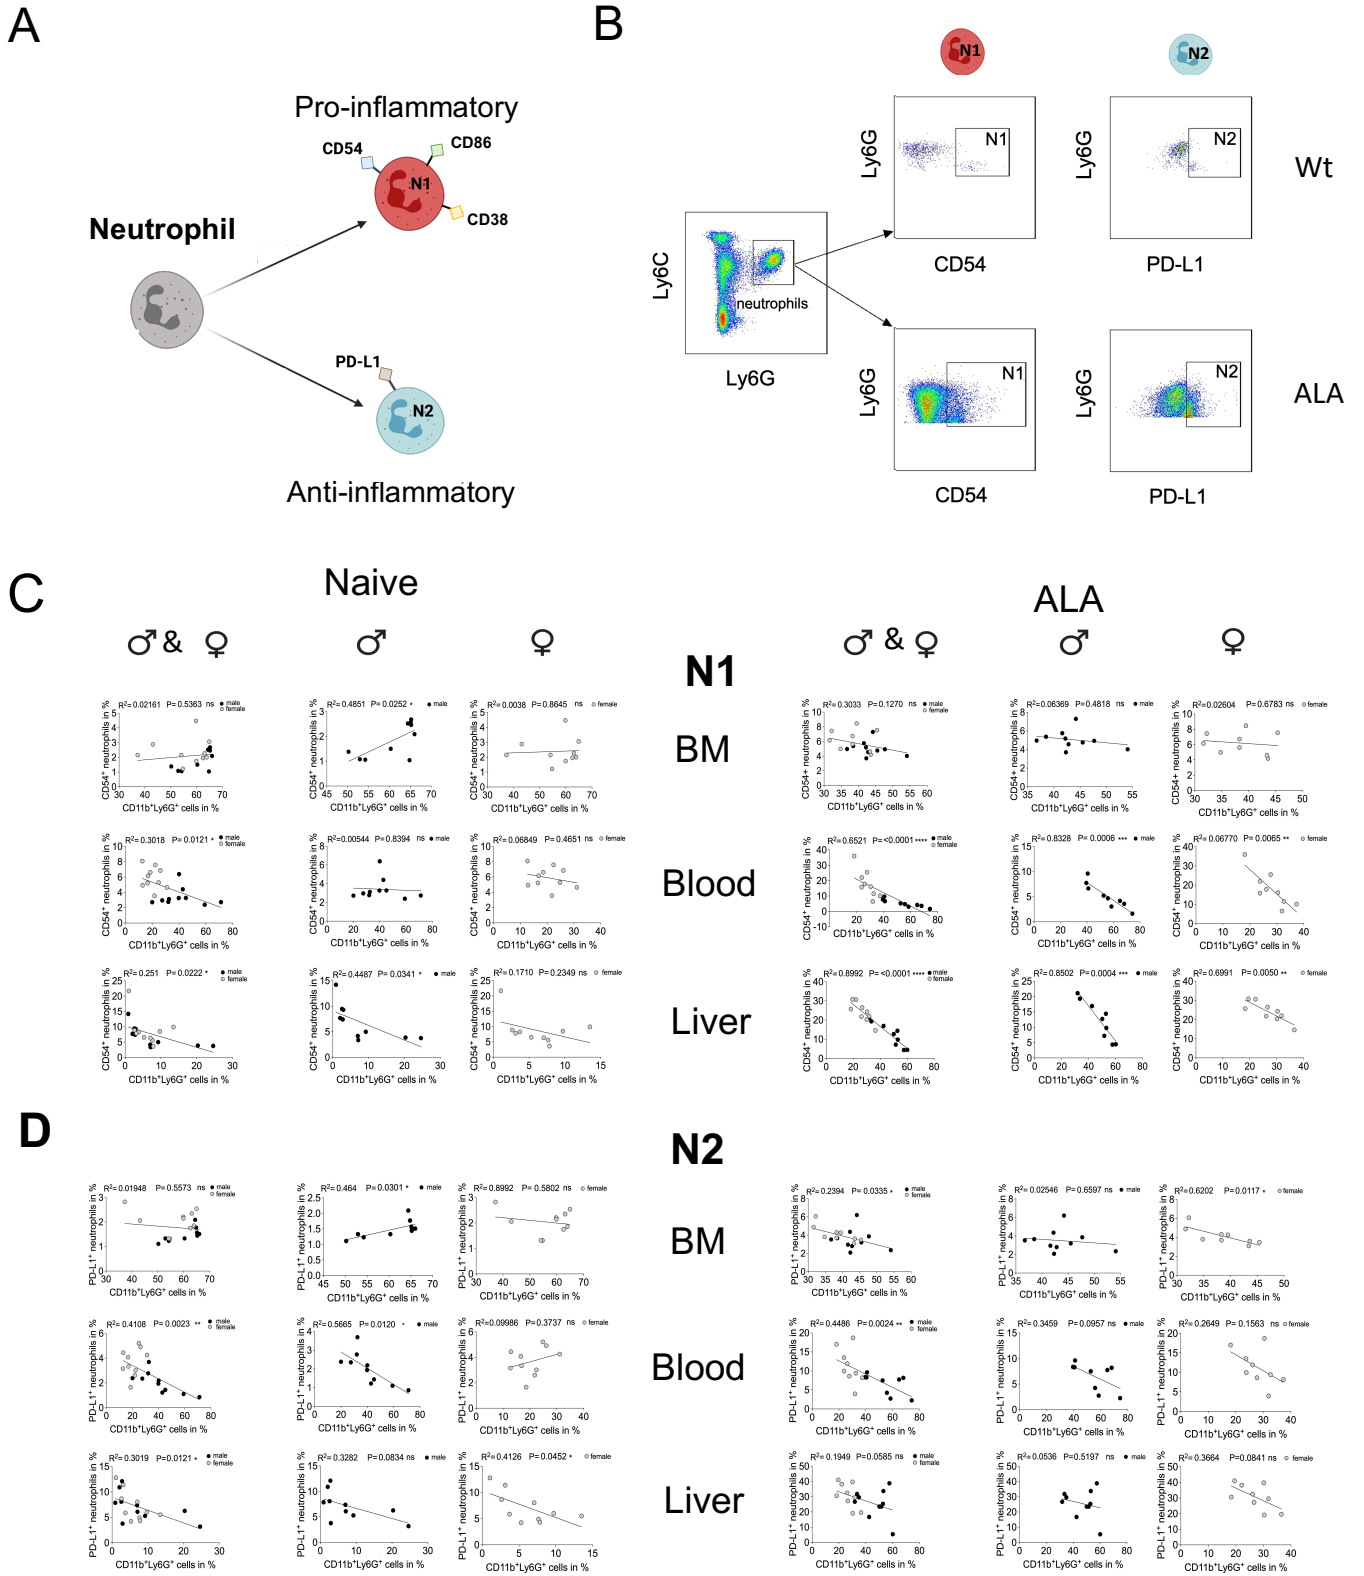

**Suppl. Fig. 2 Neutrophil granulocytes polarize more strongly into N1 and N2 phenotypes in female mice compared to male mice during ALA. A.** Scheme showing the neutrophil nomenclature suggested by Jaillon et al. 2020**B.** Representative flow cytometry plots showing the percentages of liver-specific N1 (pro-inflammatory; CD54), and N2 (anti-inflammatory; PD-L1) neutrophils on Day 3 post infection with *E. histolytica*. Organ-dependent correlation of pro-inflammatory N1 (**C**) and anti-inflammatory N2 (**D**) neutrophils from female and male mice. Correlations were calculated with both sexes included or separately. Analysis was performed with neutrophils derived from bone marrow (BM), blood and liver. Plots are shown for naïve conditions and on day 3 post infection. Correlation was calculated using two-tailed Pearson correlation coefficient (ns = non-significant; \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ ; \*\*\*\* $P < 0.0001$ ).

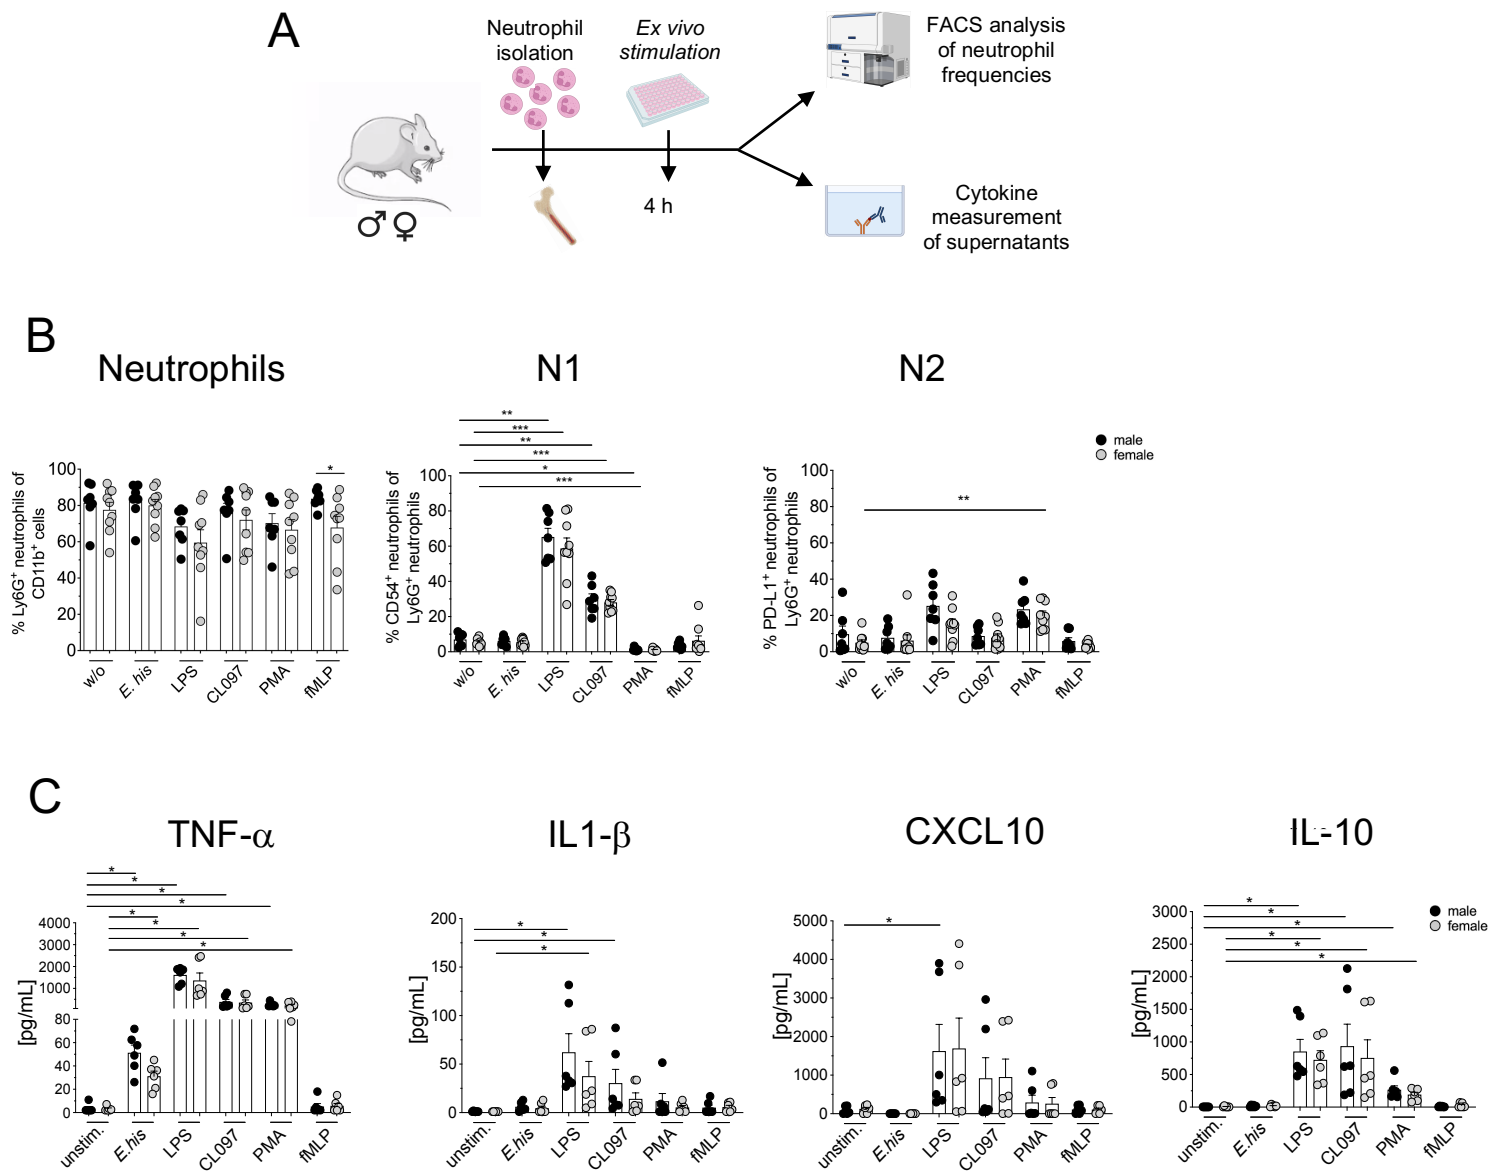

**Suppl. Fig. 3 Influence of ex vivo stimulation on N1 and N2 polarization and related cytokines in BM-neutrophils.** **A** Study design for ex vivo stimulation. Neutrophils were isolated from the bone marrow of male (m) and female (f) mice and stimulated for 4 hours with *E. histolytica* lysate (1 mg/ml), LPS (5  $\mu$ g/ml), CL097 (1  $\mu$ g/ml), PMA (10 ng/ml) or fMLP (5  $\mu$ M) and analyzed by flow cytometry and cytokines were determined in the supernatant using ELISA or multicytokine bead assay. **B** Percentage of Ly6G<sup>+</sup> neutrophils out of CD11b<sup>+</sup> cells, CD54<sup>+</sup> neutrophils (N1) and PD-L1<sup>+</sup> neutrophils (N2) after stimulation with indicated reagents (n=7-9). **C** Concentrations (pg/ml) of N1 and N2 related cytokines in supernatants of neutrophils after stimulation with indicated reagents (n=5-6). *P*-values were calculated using Mann-Whitney U-Test (\**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001)

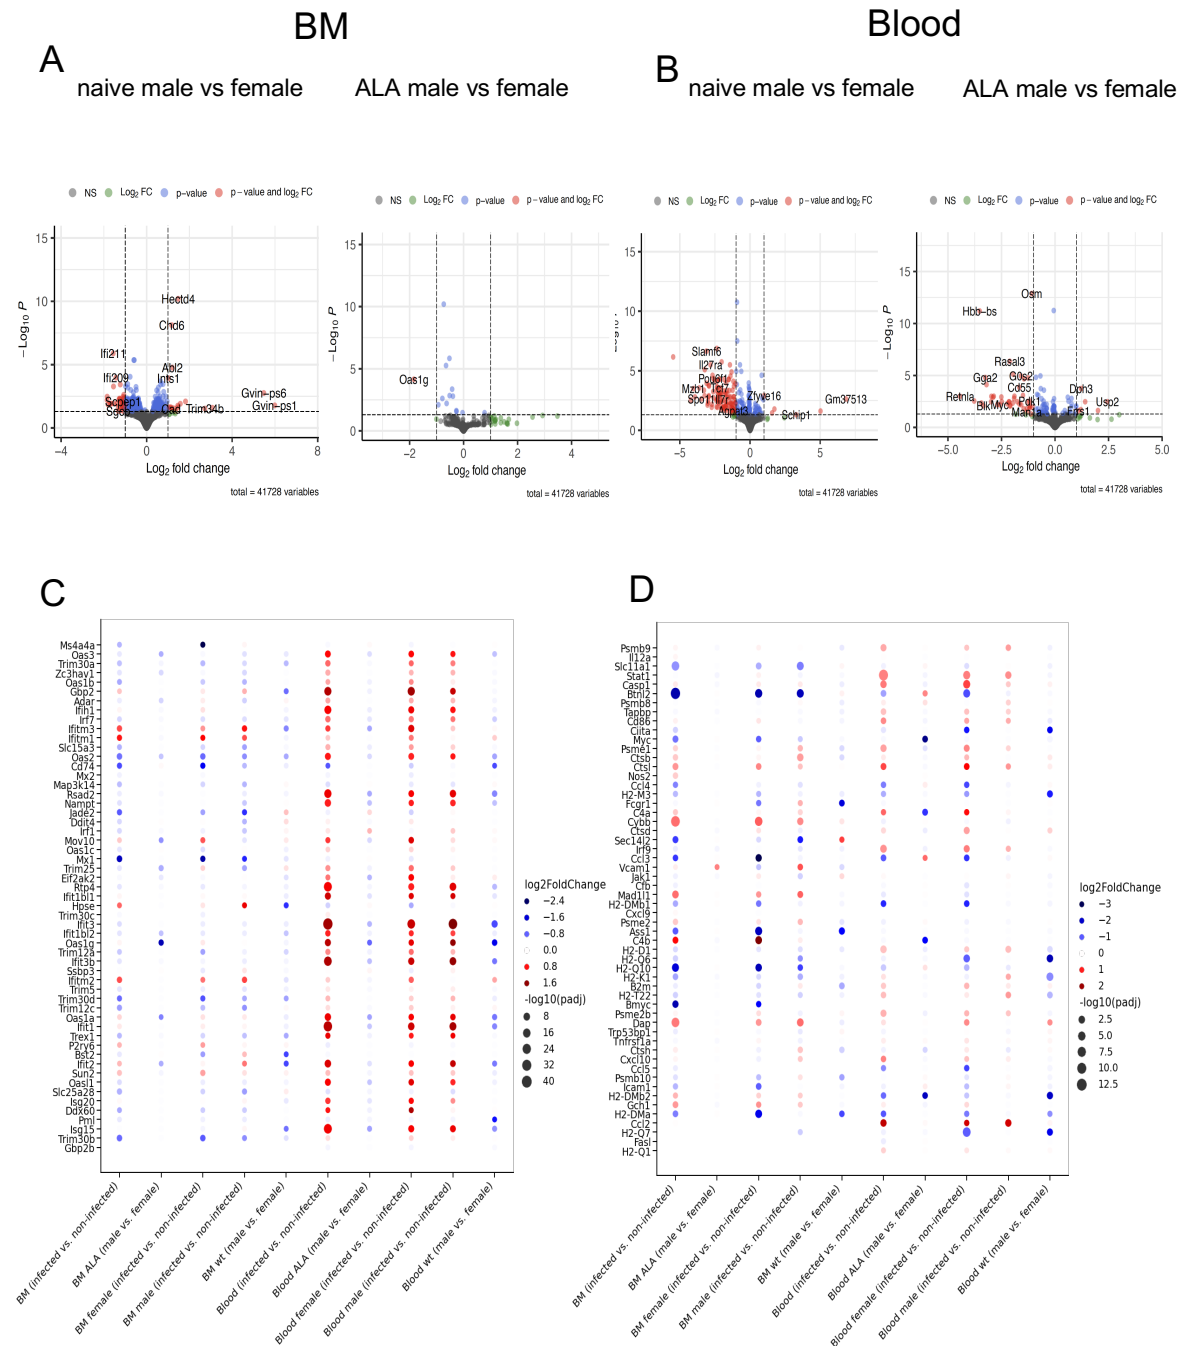

**Suppl. Fig. 4 DEG and comparative gene analysis between sexes in BM and blood neutrophils**

Volcano plots show differential expression of genes in male vs female in BM (**A**) and blood neutrophils (**B**). X-axis: FC; Y-axis: negative log  $p$ -adjusted (padj) of each gene. DESeq2 was used to calculate log<sub>2</sub> fold change and padj. Red circles indicate significant differential change: left side = decrease (low in infection), right side = increase (high in infection). Blue circles represent significance of adjusted  $p$ -values only. (**C**, **D**) Comparative analysis of ISGs between BM and blood (y-axis). Fold changes (color) and adjusted  $p$ -values (size) of the different conditions depicted on the x-axis.

How the deposited data were processed for this re-analysis (not part of the article)

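RNA-seq of neutrophils from C57BL/6 mice was read from 33 libraries, 18 of BM and 15 of blood, 1 mouse per library and none pooled. Mice labelled WT were read as naive. BM neutrophils came from a neutrophil isolation kit and blood neutrophils from FACS sorting. The authors provide 1 table per tissue whose values are log2 values. Per the paper's methods and the values themselves, the authors counted reads per gene on GRCm38, divided by DESeq2 size factors and applied its variance stabilizing transformation. The aligner and the counting tool are not given in the sources used here. The library kit in the sample labels differs from the one in the paper, and the paper names 2 sequencers.

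Each table has 1 lowest value that every gene without reads shares, and 25416 genes in BM and 20375 in blood sit at it in all libraries. The transformation was inverted from that value to the authors' normalized counts. The result was checked against Supplementary Table 4, of which a part was readable. For genes with base means of 10 to 100 the median ratio of the mean count to the base mean was 0.963 in female BM, 0.977 in female blood and 1.021 in male blood. It was the same or differed by 0.001 at higher base means. The log2 ratio of group means minus the paper's fold change had medians of 0.0, -0.02 and -0.01 over 901, 1082 and 1021 genes. The most frequent low value of each library was taken as 1 read. Within 0.05 of a read, 55.4% to 63.4% of the low values in BM and 60.4% to 70.1% in blood were whole multiples of it.

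Estimated reads counted on genes were 5006248 to 8988269 per BM library (median 6621129) and 4113131 to 4979491 per blood library (median 4592691). The 10 most abundant genes held 14.2% to 22.7% of the counts in BM and 8.1% to 12.8% in blood. A normalized count of at least 10 was reached by 9642 to 10256 genes in BM and 9098 to 10285 in blood. At these depths a count of 0 allows up to 3 reads, a limit that covers counting error only and not the spread between mice.

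The tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. The design set in advance assumed read counts and a test for counts. The tables do not hold counts, so limma on log2 values was used in its place, with the thresholds, comparisons and gene lists of that design kept. Values were log2 of the normalized count plus a pseudocount of 1. Genes with a count of at least 10 in as many libraries as the smaller group holds were tested, in a fit of the 2 groups compared. Tests were moderated t with a mean-variance trend and Benjamini-Hochberg adjustment over the genes tested. DEGs were called at an absolute log2 fold change above 1 and an adjusted p under 0.05. The 8 comparisons were ALA over naive in each sex and tissue, and female over male in naive and ALA mice of each tissue. A difference in infection response between the sexes was tested as an interaction in a fit of the 4 groups of a tissue.

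Gene lists were tested with camera at a preset correlation of 0.01, 2-sided, and with fry and camera with an estimated correlation as alternatives. Adjustment ran over 16 tests for the ISG lists, 4 for their interactions, 16 for the process lists and 77 for the cell type lists. The ISG lists are those of Supplementary Table 5. The process lists are cholesterol biosynthesis, complex I, S phase and G2 and M phase. The cell type lists are B cell, T and NK cell, plasma cell, monocyte, dendritic cell, erythroid, platelet, eosinophil, primary granule, secondary granule and late maturation. A further list holds the monocyte genes labelled in Fig. 3B. ISG scores are the mean log2 value of a list's tested genes per library, compared with 2-sided exact permutation tests. Score interactions used 20000 permutations. Rsad2 was given as normalized count, CPM and RPKM over 4335 exonic bases.

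Genes named in the text follow a rule. It takes the genes that the paper names, in the comparison it names them for. It also takes the 3 largest rises and 3 largest falls among called genes without overlap between groups, with a mean of at least 1 CPM, the sex label genes, and up to 3 of the most abundant genes of each list. The values of the ISGs in Supplementary Table 5 and the start of Supplementary Table 4 had been seen when the rule was written. Some genes under the rule are not reported here. Genes outside it are said to be named after their values were seen.

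The pipeline was tested on simulated data of the same sizes. It called 84.5% to 95.5% of 200 changed genes and 1 to 6 unchanged genes per comparison. Every one of those 200 changes was set above the DEG limit, in genes that passed the count filter, and each gene varied independently. Genes that vary together and libraries that stand apart were not simulated. These rates therefore do not carry over to smaller changes or to error from such libraries. The median standard error of a log2 fold change in the infection fits lay between 0.176 and 0.248. No pair of libraries was close enough to be taken as 1 library sequenced 2 times (lowest median chi-square 1.35).

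Alternatives tried were no filter, a mean of at least 1 CPM, all 4 groups in a fit, other thresholds, a covariate of monocyte transcripts in BM or B cell transcripts in blood, the replicate number as a block in blood, no sex-linked genes, pseudocounts of 0.1 and 5, scaling of Rsad2 to the library total, and each library left out in turn. Chosen after seeing the data were the values as provided, voom weights, TMM scaling, quantile normalization, no variance trend, the pseudocounts for DEGs, and removal of the trend with transcript length. TMM moved the median of all genes to at most 0.034. Exon usage, transcription factor activity, GO terms and the deconvolution into maturity stages were not recomputed. Liver neutrophils, flow cytometry and human cells were not analysed here.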

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

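Of the tests in this part, those of low counts for B cell transcripts, of the B cell covariate on H2-DMb2, H2-Q7, H2-M3 and Myc, of eosinophil genes varying together and of the Gm10925 sequence were set before their result was seen. The others were chosen only after it was seen: those on scaling, on isolation and the tissue difference, on B cell and red cell genes varying together, on the type II ISGs, on single labels and libraries, and on splits of the libraries. A library is named here where its gap to the nearest of its group was large against the group's range by Dixon's critical value, in groups of 4 or 5. Chance gives this in about 1 in 20 groups. It was found in 17 of 197 groups (8.6%), in 11 of 98 groups of list scores (11.2%) and in 6 of 85 groups of genes named by the paper (7.1%). All values of single libraries are log2 of the normalized count plus 1.

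BM naive male replicate 2 stood apart from the other naive males in 3 measures. Its type II ISG score was 7.63 against 7.47 to 7.49, its Rsad2 10.74 against 8.86 to 9.11 and its Jade2 8.41 against 8.09 to 8.14. A female mouse labelled male is argued against by Xist, listed at 0 in this library. Without it the sex difference of Rsad2 in naive BM was 1.22 in place of 0.78, and 18 genes differed between the sexes. No other explanation was tested for this library.

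BM naive female replicate 5 had a monocyte score of 8.26 against 8.96 to 9.09 and a Ddit4 value of 5.16 against 4.32 to 4.43. It was also 1 of the 2 libraries of other BM groups nearer to the naive males in the trend with transcript length, as set out under the other observations. Without it 126 genes differed between the sexes in naive BM and 32 genes differed in their response. BM ALA female replicate 15 had a type I ISG score of 7.91 against 8.46 to 8.67. A naive mouse labelled infected is argued against by its secondary granule score of 14.69, since naive females had 13.74 to 14.35. Without this library the type I ISG median of infected female BM was -0.04 in place of -0.16, and its call was lost. Handling of these 2 libraries remains open, and no biological explanation was tested.

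In blood naive male replicate 3 the secondary granule score was 12.25 against 8.74 to 8.90 and the eosinophil score 5.41 against 6.24 to 6.32. An infected mouse labelled naive is argued against by its type I ISG score of 8.28. The highest of the other naive males had 8.43 and the lowest infected male 8.44, a narrow gap. Ifit3 was at a naive level in it, 677 against 1909 to 2477 in infected males. Prok2 and BC100530, large rises in infected female blood, go the other way. They were 107 and 235 in it, at most 2.21 and 9.28 in the other naive males, and at most 118 and 44.4 in infected males. Lipg (221) and Cd38 (217) were also far above the other naive males. The label is thus not settled by these genes. Immature neutrophils among the sorted cells cannot be told apart from another origin, since the 6 of 6 tested granule genes higher in it than in each other naive male are those of the score itself. Its normalized count of Ltf was 16590 against 1089 to 1737, that of Ngp 9344 against 477 to 692 and that of Lcn2 6738 against 1121 to 1615. Without it 39 genes were called for infection in male blood.

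The other libraries set apart were so in 1 measure, or in 2 for blood naive female replicate 3. In list scores these were BM naive female replicate 8 (platelet, 5.98 against 4.00 to 4.31), BM ALA male replicate 11 (monocyte genes labelled in Fig. 3B, with a score of 6.42 against 5.10 to 5.40), BM ALA male replicate 10 (eosinophil, 5.13 against 6.04 to 6.37) and BM ALA male replicate 12 (late maturation, 9.63 against 10.71 to 11.10). In blood they were naive female replicate 3 (secondary granule, 6.57 against 8.36 to 8.68) and ALA male replicate 1 (secondary granule, 9.15 against 9.84 to 9.94). In single genes they were BM naive female replicate 7 (Irf1, 10.18 against 9.81 to 9.84), BM naive male replicate 1 (Ifih1, 7.59 against 8.26 to 8.40) and blood naive female replicate 3 (H2-M3, 5.92 against 5.43 to 5.51). No technical explanation was tested for these, and the design gives no biological one.

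The type I ISG response to infection differed between the tissues in females. Their score rose by 0.60 more in blood than in BM (permutation p = 0.0054, adjusted p = 0.0432 over 8 tests). In males the difference was 0.49 (permutation p = 0.0338, adjusted p = 0.135). The authors' scaling as its cause is argued against, since a factor per library moves genes of like abundance alike. The medians differed between blood and BM by 0.67 in females and 0.53 in males, and those of 1000 lists matched on expression by 0.26 and 0.28 at most. Tissue and isolation method cannot be told apart, since 0 libraries of one tissue were isolated the way of the other. A difference between the tissues themselves stays open beside the isolation method. Chance is excluded by other splits of the libraries for the rise in blood in both sexes and not for the fall in BM.

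B cell transcripts, which the paper does not discuss as such, were higher in blood neutrophils of naive females (n = 4) than of naive males (n = 4). The median log2 fold change was 3.44, and 12 of 12 genes tested were higher (camera adjusted p = 1.93e-14, 77 set tests; fry 0.0902; 0.375 with an estimated correlation). Of the list's 13 genes Blk and Ighm are labelled in the paper's figures. By limma 0 of the 12 were called over all genes (1277 of all genes had an unadjusted p under 0.05) and 12 adjusted over the list alone. Ighm was 4274 and 2440 and Ighd 1086 and 109 normalized counts. Low counts are argued against by 1000 lists matched on expression, whose highest median was 0.38. The same value argues against the authors' scaling, which moves genes of like abundance alike. The genes rose and fell together within groups over 15 libraries (median correlation 0.88, 95th percentile of matched lists 0.08). B cells among the sorted cells are therefore a candidate source, and chance is not excluded by other splits. As the whole cause of the higher type II ISG median (0.14) B cells are argued against, since it was 0.18 with the B cell score as a covariate. A median does not follow the genes with the largest differences. The list's mean (0.46) and its score were not compared with that covariate, so B cells stay open as their cause. H2-DMb2 fell to 0.55 and Myc to 0.22 with that covariate, which B cells among the sorted cells may explain. For H2-Q7 (1.33) and H2-M3 (1.14) B cells and a difference in the neutrophils cannot be told apart, since the standard errors were 0.56 and 0.51. A difference between the sexes in the blood itself was not tested.

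Erythroid transcripts were higher in blood neutrophils of ALA females (n = 3) than of ALA males (n = 4), with a median of 3.64 and 5 of 5 genes tested higher (camera adjusted p = 3.45e-06; fry 7.11e-04; 0.256 with an estimated correlation). Hbb-bs was 169 and 13.6, Hba-a2 45.0 and 9.25 and Bpgm 20.1 and 17.5. Red cell RNA among the sorted cells is a candidate explanation, since the genes varied together within groups (median correlation 0.69, 95th percentile of matched lists 0.25). Of the list's genes Hbb-bs is labelled in the paper. Other splits exclude chance for this list taken alone, and not for a list picked from 77 set tests. Its score differed by 2.68, without overlap (exact permutation p = 0.0286, adjusted p = 0.172 over 96 tests). A biological difference between the sexes was not tested.

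Eosinophil transcripts were lower in BM neutrophils of ALA females (n = 5) than of ALA males (n = 5), with a median of -1.91 and 4 of 5 genes lower (camera adjusted p = 1.57e-04; fry 0.0653; 0.373 with an estimated correlation). Ear2 was 327 and 438, Prg2 49.2 and 180, and Siglecf 78.6 and 69.6. Eosinophils among the isolated cells and a change in the neutrophils cannot be told apart. The test used for B cell, red cell and monocyte genes went against eosinophils here. The genes did not vary together within groups (median correlation -0.04, 95th percentile of matched lists 0.22). Eosinophils even in number within groups and different between them would not show in this test, so it does not exclude them. Siglecf differed by 0.12, and by -0.06 without BM ALA female replicate 18. Other splits exclude chance for this list taken alone, and not for a list picked from 77 set tests. Its score differed by -1.10, with overlap (exact permutation p = 0.0159, adjusted p = 0.172 over 96 tests). What stays open was not tested.

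Gm10925, which the paper does not discuss, had a mean of 310 ± 197 normalized counts (SD, n = 3, from 120 to 514) in blood of ALA females and 80.8 ± 74.2 (n = 4, with 1 library at 0) in that of naive females. It is listed at 0 in every male blood library, which is not so in BM. There it was 411 to 4046 in 7 of 9 male libraries, with naive male replicate 4 and ALA male replicate 13 at 0, and 489 to 4346 in the females. Reads shared with a near-identical copy are a candidate explanation of its signal, since it is 100% identical with mt-Atp6 over 678 bases. That does not say why the males are at 0 in blood, for which no explanation was tested.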

How the results depend on the processing

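The choices tried as alternatives were set before the data were examined, apart from those named here. Chosen only after the data had been seen were the values as provided, voom weights, TMM scaling, quantile normalization, no variance trend, the pseudocounts for DEG counts, removal of the trend with transcript length, the set tests for interactions, and leaving out libraries for scores, Rsad2 and the agreement between the sexes. DESeq2 as the tool and RLE in place of TMM were set in advance and not run, since the tables hold no counts. Over 232 results 1187 alternatives were run. In 1037 the direction and the call were the same or the count lay within 1.5 times. In 73 a call was lost, in 12 one was gained, 52 counts moved by more and 13 signs turned. For single genes 38 of 734 lost a call, 9 gained one and 2 turned. The cause of a change was not tested, apart from what the setting itself does.

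Counts of DEGs are given in the order infection in male BM, female BM, male blood and female blood, then sex in naive BM, ALA BM, naive blood and ALA blood, where they moved. With the cell type covariate they were 1 and 0 in BM (limma gave 497 genes in females an unadjusted p under 0.05), and for sex 1 in naive BM, 1 in naive blood and 9 in ALA blood. The covariate is close to the infection groups in BM, so it takes out part of any infection effect. With values as provided they were 138, 132, 6 and 38, and for sex 3 in naive BM and 5 in naive blood. Without a variance trend they were 6 and 62 in blood, and for sex 1 in naive BM, 4 in naive blood and 5 in ALA blood. With voom weights they were 3 in naive BM and 1 in ALA blood. With quantile normalization they were 3 in naive BM and 15 in naive blood. In naive BM all 4 groups in a fit gave 2 and removal of the length trend 1. Without sex-linked genes 2 were left in naive BM and 0 in ALA BM, where 732 genes had an unadjusted p under 0.05 by limma. Without a filter sex gave 139 in naive and 16 in ALA blood, and with a pseudocount of 5 it gave 29 and 5.

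With an absolute log2 fold change above 1 and an adjusted p under 0.01 the counts were 204, 213, 10 and 46, and for sex 1 in naive BM and 1 in naive blood. Above 1.5 at that p they were 79, 132, 2 and 18, and 1 and 1. A linear fold change above 1.5 gave 11 and 78 in blood, and 1 and 1 for sex. An adjusted p under 0.05 alone gave 2380, 1288, 55 and 352, and 2 for sex in ALA BM.

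The labels give blood groups the same replicate numbers, and the numbers do not pair the mice. Correlations of libraries with the same number ran from -0.221 to 0.333, and those of others from -0.287 to 0.365. As a replicate block they gave 18 DEGs for infection in female blood, 42 for sex in naive and 8 in ALA blood. The median of type II ISGs in infected female blood was 0.017 with the replicate block, and Rsad2 there rose by 0.91 with its call lost.

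Fry and camera with an estimated correlation leave medians as they are and change calls. Under fry the calls were lost for type I ISGs with infection in female BM (-0.16), and for sex in naive BM (0.30), ALA BM (0.35) and ALA blood (0.32). They were lost for type II ISGs with infection in male blood (0.076), and for sex in ALA BM (0.11), naive blood (0.14) and ALA blood (0.16). With an estimated correlation those 8 calls and the ones for type II in naive BM (0.25) and type I in naive blood (0.16) were lost. Among the process lists fry lost cholesterol biosynthesis in male (0.59) and female BM (0.64) and G2 and M phase in male (0.99) and female BM (0.39). An estimated correlation lost these and complex I in male BM (0.57).

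Signs of list medians turned, near 0 in all but type II ISGs with infection in female BM. For type II ISGs with infection in male blood the median was -0.039 without a filter and -0.007 with a mean of at least 1 CPM, where the tests still pointed up. With the cell type covariate it was 0.009 for type II in male BM, 0.019 for type I in female BM and 0.025 for type II in female blood. For type II in female BM it went from -0.071, which was not called, to 0.28. There camera called a rise with infection (32 of 43 higher, adjusted p = 0.0248). With that covariate type II ISGs for sex in ALA blood were 0.17, with the call lost. TMM gave 0.001 for type II in female blood. Removal of the length trend gave 0.039 and 0.027 for the response difference of type I and type II ISGs in BM. It gave -0.19 for type I in male BM and 0.23 for S phase in male BM, both with a call gained.

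Rsad2 for sex in naive blood lost its call with voom weights (0.68), TMM (0.66) and the library total alone (0.70). The type I score of infected blood with a pseudocount of 0.1 was 0.29 in males and 0.41 in females, and 0.31 in males under TMM, each with a p above the smallest possible. With a pseudocount of 5 the type I score for sex in naive blood was 0.27, at the smallest p, and the type II score of infected male blood was 0.005. Ndufa13 in female BM was 0.017 under TMM and Ifitm2 in male blood 0.002 with voom weights.

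Leaving out 1 library at a time gave 1963 values, of which 1649 kept the direction and call, 152 lost a call, 59 gained one, 37 counts moved by more than 1.5 times and 66 signs turned. For single genes 125 of 1339 lost a call, 34 gained one and 35 turned. The 33 values of the agreement between the sexes kept within their spread.

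DEGs for infection in female BM numbered 266 without naive female replicate 8, 273 without naive female replicate 7, 303 without ALA female replicate 17 and 518 at the highest. DEGs for infection in male BM numbered 316 without naive male replicate 3, 325 without ALA male replicate 12 and 709 at the highest. DEGs for infection in female blood numbered 70 without naive female replicate 2, 75 without ALA female replicate 2 or 3 and 238 without ALA female replicate 1. DEGs for infection in male blood numbered 10 without naive male replicate 2 or ALA male replicate 4, 14 without ALA male replicate 3, 15 without naive male replicate 1 and 39 without naive male replicate 3. DEGs for sex in ALA BM numbered 1 at the lowest and 2 without ALA female replicate 15 or 18. DEGs for sex in naive BM numbered 1 without naive female replicate 6 or 7 or 8, 2 without naive male replicate 3, 10 without naive male replicate 4 and 18 without naive male replicate 2. They numbered 126 without naive female replicate 5. DEGs for sex in ALA blood numbered 3 at the lowest, 5 without ALA male replicate 1 or ALA female replicate 1, 11 without ALA male replicate 3 and 73 without ALA female replicate 2. DEGs for sex in naive blood numbered 1 without naive male replicate 2 or naive female replicate 2, 2 without naive female replicate 3 or 4 or naive male replicate 1, 5 without naive male replicate 3 and 102 without naive female replicate 1. They numbered 203 without naive male replicate 4. Genes that differ in response in BM numbered 0 at the lowest, 1 without ALA male replicate 12 and 32 without naive female replicate 5.

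For medians of the ISG lists, the fits without 1 library ran from the lowest to the highest value as follows. Infection in female BM: type I ISGs -0.22 (BM ALA female replicate 16) to -0.043 (BM ALA female replicate 15) and type II ISGs -0.11 (BM naive female replicate 6) to -0.017 (BM naive female replicate 8). Infection in male BM: type I ISGs -0.31 (BM naive male replicate 1) to -0.011 (BM naive male replicate 2) and type II ISGs -0.11 (BM ALA male replicate 10) to 0.013 (BM naive male replicate 2). Sex difference in response in BM: type I ISGs -0.16 (BM naive male replicate 2) to 0.14 (BM ALA female replicate 15) and type II ISGs -0.16 (BM naive female replicate 5) to -0.012 (BM naive female replicate 8). Sex difference in response in blood: type I ISGs -0.008 (blood naive female replicate 4) to 0.099 (blood naive male replicate 2) and type II ISGs -0.10 (blood naive female replicate 1) to 0.052 (blood ALA male replicate 1). Infection in female blood: type II ISGs -0.054 (blood naive female replicate 3) to 0.096 (blood naive female replicate 2). Infection in male blood: type II ISGs 0.002 (blood ALA male replicate 2) to 0.17 (blood naive male replicate 4). Sex in ALA BM: type II ISGs 0.076 (BM ALA male replicate 14) to 0.19 (BM ALA female replicate 15). Sex in ALA blood: type II ISGs 0.13 (blood ALA female replicate 2) to 0.21 (blood ALA female replicate 1).

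For medians of the process lists, the fits without 1 library ran from the lowest to the highest value as follows. Infection in female BM: G2 and M phase 0.23 (BM ALA female replicate 15) to 0.62 (BM naive female replicate 6) and S phase -0.36 (BM naive female replicate 5) to 0.006 (BM naive female replicate 6). Infection in female BM: complex I -0.053 (BM naive female replicate 5) to 0.16 (BM ALA female replicate 15). Infection in female blood: G2 and M phase -0.12 (blood ALA female replicate 1) to 0.009 (blood naive female replicate 1) and complex I 0.21 (blood naive female replicate 3) to 0.34 (blood ALA female replicate 3). Infection in male blood: G2 and M phase -0.037 (blood naive male replicate 1) to 0.036 (blood naive male replicate 4) and S phase -0.32 (blood ALA male replicate 4) to -0.11 (blood ALA male replicate 2). Infection in male blood: cholesterol biosynthesis -0.15 (blood naive male replicate 1) to 0.036 (blood naive male replicate 3) and complex I -0.053 (blood naive male replicate 1) to 0.098 (blood naive male replicate 4). Infection in male BM: S phase 0.10 (BM naive male replicate 2) to 0.42 (BM ALA male replicate 10).

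For ISG scores, the fits without 1 library ran from the lowest to the highest value as follows. Infection in male blood: type I ISG 0.29 (blood ALA male replicate 2) to 0.40 (blood ALA male replicate 4) and type II ISG -0.14 (blood naive male replicate 3) to 0.066 (blood naive male replicate 4). Sex in ALA BM: type I ISG 0.33 (BM ALA male replicate 12) to 0.54 (BM ALA female replicate 15) and type II ISG -0.037 (BM ALA female replicate 18) to 0.14 (BM ALA female replicate 15). Sex in naive BM: type I ISG 0.35 (BM naive male replicate 1) to 0.58 (BM naive male replicate 2). Sex in naive blood: type I ISG 0.22 (blood naive female replicate 1) to 0.34 (blood naive female replicate 4) and type II ISG 0.38 (blood naive male replicate 3) to 0.59 (blood naive male replicate 4). Infection in male BM: type II ISG -0.20 (BM ALA male replicate 13) to -0.090 (BM ALA male replicate 12).

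Sex in naive blood: Rsad2 0.62 (blood naive male replicate 3) to 0.75 (blood naive male replicate 4).

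For single genes whose sign turned, the fits without 1 library ran from the lowest to the highest value as follows. Sex in naive BM: Ccl3 -0.19 (BM naive male replicate 3) to 0.36 (BM naive female replicate 6) and Creb3 -0.10 (BM naive male replicate 4) to 0.047 (BM naive male replicate 2). Sex in naive BM: Ifih1 -0.003 (BM naive male replicate 1) to 0.27 (BM naive male replicate 3) and Irf1 -0.14 (BM naive female replicate 7) to 0.035 (BM naive male replicate 2). Sex in naive BM: Mpeg1 -0.020 (BM naive male replicate 1) to 0.18 (BM naive female replicate 6) and Samhd1 -0.011 (BM naive male replicate 1) to 0.18 (BM naive female replicate 6). Sex in naive BM: Stat4 -0.12 (BM naive male replicate 4) to 0.055 (BM naive male replicate 2). Infection in female BM: Cxcr2 -0.11 (BM ALA female replicate 18) to 0.085 (BM ALA female replicate 15) and Hjurp -0.061 (BM ALA female replicate 15) to 0.24 (BM naive female replicate 5). Infection in female BM: Ndufa13 -0.088 (BM ALA female replicate 16) to 0.17 (BM ALA female replicate 15). Infection in male blood: Ifitm1 -0.15 (blood ALA male replicate 3) to 0.22 (blood ALA male replicate 2) and Ifitm2 -0.11 (blood naive male replicate 1) to 0.16 (blood naive male replicate 3). Infection in male blood: Irf2 -0.092 (blood naive male replicate 4) to 0.040 (blood naive male replicate 1). Infection in female blood: Irf1 -0.20 (blood ALA female replicate 2) to 0.050 (blood ALA female replicate 3) and Irf2 -0.092 (blood ALA female replicate 2) to 0.11 (blood ALA female replicate 1). Sex in ALA blood: Psme2 -0.20 (blood ALA female replicate 2) to 0.045 (blood ALA female replicate 3). Sex in ALA BM: Siglecf -0.057 (BM ALA female replicate 18) to 0.23 (BM ALA female replicate 19). Sex in naive blood: Ssbp3 -0.084 (blood naive female replicate 4) to 0.26 (blood naive female replicate 2).

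Calls of ISG lists were lost by type I ISGs for infection in female BM without BM naive female replicate 5 (-0.15), 8 (-0.085) or BM ALA female replicate 15 (-0.043) and type II ISGs for infection in male blood without blood naive male replicate 3 (0.051) or blood ALA male replicate 1 (0.049), 2 (0.002). Others were type II ISGs for sex in ALA BM without BM ALA male replicate 12 (0.13), 14 (0.076) or BM ALA female replicate 16 (0.097), 18 (0.11) and type II ISGs for sex in ALA blood without blood ALA female replicate 1 (0.21), 2 (0.13). Calls of process lists were lost by G2 and M phase for infection in female BM without BM ALA female replicate 15 (0.23). A call was lost by Rsad2 for sex in naive blood without blood naive male replicate 2 (0.64), 3 (0.62), 1 (0.71) or blood naive female replicate 2 (0.69), 3 (0.70), 4 (0.69). Calls of ISG scores were lost by type I ISG for infection in male blood without blood naive male replicate 2 (0.30), 3 (0.30), 4 (0.36), 1 (0.33) and type II ISG for sex in naive blood without blood naive female replicate 1 (0.46), 2 (0.41), 3 (0.53), 4 (0.53). Calls of ISG lists were gained by type I ISGs for infection in male BM without BM naive male replicate 1 (-0.31) or BM ALA male replicate 10 (-0.31) and type II ISGs for infection in female BM without BM naive female replicate 6 (-0.11) or BM ALA female replicate 16 (-0.098), 18 (-0.10). Others were type II ISGs for sex difference in response in BM without BM naive male replicate 2 (-0.15) or BM ALA male replicate 12 (-0.10) or BM ALA female replicate 18 (-0.11). Calls of process lists were gained by S phase for infection in male BM without BM naive male replicate 1 (0.34), 4 (0.33) or BM ALA male replicate 10 (0.42) and S phase for infection in female BM without BM naive female replicate 5 (-0.36), 8 (-0.21) or BM ALA female replicate 15 (-0.26). Others were complex I for infection in female BM without BM ALA female replicate 15 (0.16) and S phase for infection in male blood without blood ALA male replicate 1 (-0.24) or blood naive male replicate 1 (-0.29). Others were complex I for infection in female blood without blood naive female replicate 2 (0.33) or blood ALA female replicate 2 (0.28), 3 (0.34). Calls of ISG scores were gained by type I ISG for sex in naive BM without BM naive male replicate 2 (0.58) and type I ISG for sex in ALA BM without BM ALA female replicate 15 (0.54) or BM ALA male replicate 10 (0.50). Others were type I ISG for sex in naive blood without blood naive female replicate 4 (0.34) and type II ISG for infection in male BM without BM ALA male replicate 13 (-0.20).

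Depth limits low genes most. At 4113131 to 8988269 counted reads per library, 9098 to 10285 genes reached a count of 10, and calls among genes below it were not made.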

Differences from the paper's values

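The comparisons and thresholds used here were set before the files were seen, apart from the leave-one-out fits of counts and the settings marked as chosen later. The limma test itself replaced the count test set in advance, after the tables were found to hold no counts.

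In blood neutrophils of males the paper states 40 DEGs with infection, and 24 were called here. Of the 9 alternatives set before the data were examined, the difference is gone without a filter (31), with the replicate block (36) and with an adjusted p alone (55). It stays with a mean of at least 1 CPM (25), all 4 groups in a fit (24), the B cell covariate (22) and the stricter thresholds (10, 2 and 11). Among the fits without 1 library, that without blood naive male replicate 3 gave 39. In females the paper states 254, and 139 were called here. The difference is gone with an adjusted p alone (352) and without blood ALA female replicate 1 (238). It stays in the other 8 alternatives, with 149, 141, 150, 98 and 18 DEGs under other filters and models and 46, 18 and 78 under stricter thresholds.

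The paper states 17 DEGs lower in ALA mice in male blood, and 5 were called here. The difference is gone with the replicate block (14). It stays in the other 8 alternatives (10, 6, 5, 3, 0, 0, 0 and 10), of which those at 0 are the stricter thresholds, where limma gave 1149 genes an unadjusted p under 0.05. In female blood the paper states 131, and 56 were called here. It stays in all 9 alternatives (58, 58, 73, 35, 1, 6, 3, 8 and 82). Without blood ALA female replicate 1 the count was 121.

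At the limits of the paper's methods the counts for BM did not differ by more than 1.5 times. They were 523 and 458 against the paper's 413 and 472, with 299 and 351 lower against the paper's 249 and 322 and 224 higher in males against the paper's 164. Of the 8 alternatives for BM, the counts stay that near without a filter (574 and 560), with a mean of at least 1 CPM (547 and 492), with all 4 groups in a fit (578 and 539) and with a linear fold change above 1.5 (606 and 348). They differ with the monocyte covariate (1 and 0), with an adjusted p alone (2380 and 1288) and with the stricter thresholds. These gave 204 and 213, and 79 and 132 at the limits in the paper's Results. The count was 709 without BM ALA male replicate 10, and 273, 266 or 303 without BM naive female replicate 7 or 8 or BM ALA female replicate 17. The lower DEGs stay that near in 4 of 8 alternatives in males and 3 in females, and the higher ones in males in 2. The DEGs higher in blood did not differ either, with 19 and 83 against the paper's 23 and 123, and this holds in 5 and 2 of 9 alternatives. Arg1 had a log2 fold change of 3.97 here, and the paper's is 4.11. Of 18 fold changes of 13 named genes in Supplementary Table 5, 0 differed from those here by more than the standard error. In the readable part of Supplementary Table 4 the paper calls 52 genes in female blood, 4 in male blood and 55 in female BM. Of these 48, 4 and 43 were tested here, 23, 0 and 39 were called, and 48, 4 and 43 had the same sign.

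The paper states 14 to 17.5 M reads per blood library and 15.1 to 22.4 M per BM library. Here 4.11 to 4.98 M and 5.01 to 8.99 M were estimated. The paper's number is of reads from the sequencer and the number here of reads counted on genes, so they are not the same measure. No alternative bears on it.

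Rsad2 in Fig. 5A is on an axis labelled RPKM, with about 310, 500, 630 and 900 in Fig. 5A, read by eye, for naive males, naive females, ALA males and ALA females. On the CPM scale the values here were 329, 532, 662 and 893, and in RPKM 76.0, 123, 153 and 206. The 2 series match on the scale of CPM.

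The paper sums up that infection raised more genes in blood than in BM. Here 19 and 83 DEGs were higher in ALA mice in blood, and 224 and 107 in BM. The paper's own counts of DEGs are also larger in BM, 413 and 472 against 40 and 254. The paper states that sex differences were larger in blood than in BM. The counts here were 9 and 3 in blood and 5 and 1 in BM.

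The paper states that male BM neutrophils of naive mice expressed more of the chemokines. Here Cxcl10 was higher in females (1.99, adjusted p = 0.124), Ccl3 differed by 0.12 and the others were too low to be tested. Cxcl10 was called without BM naive female replicate 5 (adjusted p = 0.0487).

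The paper states that ISGs fell in BM of infected males and did not change in females. Here the type I median was -0.19 in males (camera adjusted p = 0.0875) and -0.16 in females (0.0325), the latter not called under fry (0.374) or with an estimated correlation (0.605). In males the call was made with the length trend removed (0.0415), a setting chosen after seeing the data, and in 2 of 9 fits without 1 library. The paper gives Casp1 and Ctsl as raised in infected males. Here they rose by 0.44 and 0.60 and were not called, while Casp1 was called in females (0.88). The paper names Psme2 among genes higher in infected females, where it changed by -0.16 with infection and -0.08 between the sexes. Of its other named genes, Cxcl10, H2-D1, C4a and Psme1 were higher in females here.

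The paper states that Irf1, Irf2 and Stat2 rose in infected female BM, as activity. Their transcripts changed here by -0.10, -0.16 and -0.10. In blood, where the paper states a rise in both sexes, Stat2 rose by 0.46 in males and 0.51 in females, Irf1 changed by 0.29 and -0.07 and Irf2 by -0.03 and 0.01. The paper states that Creb3 was lower in naive male BM and in naive female blood. Here it differed by -0.03 in BM and -0.42 in blood, female over male. Stat4, given as more active in naive female BM, differed by -0.03.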

Other observations

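Of the tests in this part, those on length and GC content for complex I were set before their result was seen. Those on scaling for monocyte transcripts, on a few genes for secondary granule transcripts, on monocyte genes varying together, on mitochondrial transcripts, on the trend with transcript length and on other splits were chosen only after it was seen.

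In ALA mice type I ISGs were higher in BM neutrophils of females (n = 5) than of males (n = 5), with a median of 0.35 (45 of 50 higher, camera adjusted p = 2.87e-13; fry 0.0824; 0.14 with an estimated correlation). The type II median was 0.11 (26 of 41 higher, camera adjusted p = 0.0222; fry 0.374; 0.463 with an estimated correlation). By limma 0 genes of either list were called over all genes (733 of all genes had an unadjusted p under 0.05), and adjusted over the lists alone 10 type I and 0 type II genes. The type II call was lost without BM ALA male replicate 12 (0.13) or 14 (0.08) or BM ALA female replicate 16 (0.10) or 18 (0.11). In BM the type II ISGs changed with infection by a median of -0.06 in males (camera adjusted p = 0.809) and -0.07 in females (0.0811). The female type II score fell by 0.51, without overlap (exact permutation p = 0.0159, 0.0763 after adjustment). The male score fell by 0.16 (exact permutation p = 0.0873), and the responses differed by -0.35 (permutation p = 0.122). The set's difference in response in BM (-0.11, camera adjusted p = 0.161) was called without BM naive male replicate 2 (-0.15), BM ALA male replicate 12 (-0.10) or BM ALA female replicate 18 (-0.11). The type II infection response in female BM was called without BM naive female replicate 6 (-0.11), BM ALA female replicate 16 (-0.10) or 18 (-0.10).

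Monocyte transcripts outside the genes of Fig. 3B were lower in BM neutrophils of ALA mice, with a median of -0.97 in males (0 of 7 higher, camera adjusted p = 0.00622) and -2.26 in females (0 of 7 higher, 7.3e-06). The most abundant changed by -0.38 (Tgfbi), -1.21 (Mpeg1) and -0.97 (Csf1r) in males and by -0.24, -1.18 and -0.65 in females. Fn1 of the list was also picked by its fall in females. Under fry the female call held (0.0249) and the male one did not (0.0902), and with an estimated correlation neither held (0.375 and 0.501). The authors' scaling is argued against by 1000 lists matched on expression, whose lowest medians were -0.69 in males and -0.74 in females. Monocytes among the isolated cells are a candidate source, since 8 genes varied together within groups over 18 libraries (median correlation 0.37, 95th percentile of matched lists 0.16). A change of these genes in the neutrophils stays open. In naive BM the list was higher in females (0.86, camera adjusted p = 0.00232), as were the genes of Fig. 3B (1.06), which were lower in females in ALA BM (-0.84). In male blood the medians were -1.03 and -2.02 for infection (camera adjusted p = 0.00179 and 3.52e-04), though Tgfbi, Mpeg1 and Csf1r changed little (0.14, -0.34 and -0.07). The calls for sex and in blood did not hold under fry (0.0653 to 0.316) or with an estimated correlation (0.375 to 0.501).

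Secondary granule transcripts were higher in BM neutrophils of ALA mice, with 7 of 7 genes and a median of 1.04 in males (camera adjusted p = 9.57e-07; fry 7.11e-04) and 0.66 in females (1.18e-05; fry 0.0191). Lcn2 rose by 0.89 and 0.66, Ltf by 0.83 and 0.96 and Ngp by 1.04 and 0.81. With an estimated correlation neither call held (0.375 in each). A few genes taking most of the counts and a change in the cells cannot be told apart. The size factors hold the median of all genes near 0, so the list's medians minus it (1.04 and 0.66) decide nothing. Camp, Ngp and Orm1 of this list are labelled in the paper's Fig. 3A. In blood the median was 1.24 for infection in females (6 of 6, camera adjusted p = 0.00648) and -1.57 for sex in naive mice (0 of 6 higher, 0.00232). Of the latter's libraries naive male replicate 3 was far above the other males and naive female replicate 3 far below the other females, and no fit without either was made. Primary granule transcripts rose in male BM (1.33, 5 of 5, camera adjusted p = 0.00435). They were higher in females in naive BM (1.19) and lower in ALA BM (-0.87). The calls of both lists other than secondary granule in BM did not hold under fry (0.101 to 0.372) or with an estimated correlation (0.375 to 0.539). Late maturation transcripts were called in no comparison. Their scores changed with infection by -0.47 in male BM (exact permutation p = 0.0556), -0.56 in female BM (0.0714), -0.05 in male blood (0.429) and 0.15 in female blood (0.143). These lists stand apart from the maturity stages of the paper's deconvolution, which was not recomputed.

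Among the other lists, T and NK cell transcripts were higher in naive females than naive males in blood (2.10, 13 of 13, camera adjusted p = 2.98e-10) and in ALA females (0.75, 7 of 8, 0.0436). They fell with infection in female blood (-1.85, 0 of 13 higher, 3.45e-06). Lck was 120 in naive females and 28.8 in naive males, Gzma 99.1 and 39.7, and Ncr1 71.2 and 35.8 normalized counts. B cell transcripts were higher in ALA females (2.08, 11 of 11, 2.59e-05) and fell with infection in female blood (-1.45, 0 of 13 higher, 0.00622). Plasma cell transcripts rose in male BM (0.97, 0.0436), were higher in females in naive BM (0.96) and lower in ALA BM (-0.65). Dendritic cell transcripts fell in blood (-1.62 in males and -1.72 in females, 0.0436 in each). Their blood scores overlapped between naive and ALA mice (exact permutation p = 0.143 in males and 0.114 in females). In BM their scores changed with infection by -1.32 in males and -1.86 in females, without overlap. The exact permutation p was 0.00794 in each, the smallest possible, and 0.127 after adjustment over 96 tests. Eosinophil transcripts fell in female BM (-0.84, 0 of 6 higher, 0.0436). None of the calls in this paragraph held under fry (0.0653 to 0.576) or with an estimated correlation (0.375 to 0.715). For T and NK cell transcripts in naive blood these were 0.0938 and 0.375, and for their fall in female blood 0.122 and 0.501. Platelet transcripts were called in no comparison, with medians from -1.20 to 0.46.

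The rise of complex I transcripts in male BM is argued against as an effect of transcript length or GC content. The list's median of 0.57 was at percentile 100 of 10000 lists matched on expression and length (median 0.28, upper end of their central 95% 0.42), and at percentile 100 of those matched on GC content (0.03 and 0.19). Its transcripts had a median length of 1025.5 bases against 3357.5 for all genes tested. Part of the rise follows length, since the median was 0.23 with the trend removed.

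Mitochondrial transcripts rose with infection in BM, 15 of 15 genes in males (median 1.08) and 12 of 15 in females (0.58). Their mean share of the counts was 0.605% and 1.36% in naive and ALA males and 0.855% and 1.33% in females. A lower yield of nuclear transcripts would raise them alike. In males 1 gene lay more than 3 standard errors from the median, so that this stays a candidate explanation there. In females 6 did, which argues against a lower yield of nuclear transcripts as the whole cause. A biological change in the mitochondria stays open in both sexes. In blood the mean share differed between the sexes, 2.01% in naive females and 0.975% in naive males. In ALA mice it was 3.02% in females (0.98% to 4.18%) and 0.735% in males (0.58% to 0.9%). Whether this bears on the sex differences in blood was not tested.

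Fold changes followed transcript length in naive BM for sex (rank correlation -0.41) and in male BM for infection (-0.31). A class of short transcripts is argued against as the cause, since the correlations were -0.38 and -0.28 without such gene classes. Chance is not excluded, as 2 of 35 and 10 of 100 splits gave a trend as strong. Within libraries the trend was 0.19 to 0.36 in naive male BM (mean 0.27) and had a mean of -0.11 in the other 14 BM libraries. In 2 of these, naive female replicate 5 (0.18) and ALA female replicate 15 (0.25), it was nearer to the naive males. Handling of single libraries is a candidate explanation. With the trend removed 440 genes were called in male BM (363 of them shared) and 474 in female BM (449 shared).

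Other splits of the same libraries into groups of the same sizes were counted, all 35 or 100 drawn at random, the real split among them. In brackets is the number of splits with as many DEGs or as small a set p. Chance is called excluded where their share is under 0.05, with no adjustment over lists and comparisons. With 35 splits only a count of 1 meets this limit, so it is weak evidence. The type I scores for sex did not reach it, with an exact permutation p of 0.0571 in naive blood and 0.0714 in ALA BM. For infection in male BM, 100 splits, chance is excluded for DEGs (1) and secondary granule (1), and not for type I ISGs (67), type II ISGs (90), cholesterol biosynthesis (32), complex I (8), S phase (64), G2 and M phase (22), plasma cell (23), monocyte (22), monocyte genes of Fig. 3B (27) and primary granule (16). For infection in female BM, 100 splits, chance is excluded for DEGs (1) and secondary granule (2), and not for type I ISGs (67), type II ISGs (53), cholesterol biosynthesis (30), complex I (65), S phase (72), G2 and M phase (56), monocyte (5) and eosinophil (20). For infection in male blood, 35 splits, chance is excluded for DEGs (1) and type I ISGs (1), and not for type II ISGs (8), cholesterol biosynthesis (24), complex I (26), S phase (5), G2 and M phase (28), monocyte (8), monocyte genes of Fig. 3B (11) and dendritic cell (9). For infection in female blood, 35 splits, chance is excluded for DEGs (1) and type I ISGs (1), and not for type II ISGs (30), cholesterol biosynthesis (12), complex I (11), S phase (3), G2 and M phase (24), secondary granule (17), B cell (19), T and NK cell (4) and dendritic cell (4). For sex in naive BM, 35 splits, chance is excluded for DEGs (1), and not for type I ISGs (5), type II ISGs (3), plasma cell (2), monocyte (3), monocyte genes of Fig. 3B (2) and primary granule (7). For sex in ALA BM, 100 splits, chance is excluded for type I ISGs (3) and eosinophil (1), and not for type II ISGs (38), plasma cell (16), monocyte genes of Fig. 3B (10) and primary granule (7). For sex in naive blood, 35 splits, chance is excluded for DEGs (1), type I ISGs (1) and type II ISGs (1), and not for secondary granule (16), B cell (2) and T and NK cell (2). For sex in ALA blood, 35 splits, chance is excluded for erythroid (1), and not for DEGs (5), type I ISGs (3), type II ISGs (6), B cell (10) and T and NK cell (13). For the difference between the sexes in the infection response, 100 splits, 0 genes were called by limma in BM or blood (1559 and 845 with an unadjusted p under 0.05). Every split reaches 0 (BM 100 and blood 100), so this count of splits tests nothing. Chance is not excluded for type I ISGs in BM (88) and blood (90), or type II ISGs in BM (42) and blood (57). The monocyte genes of Fig. 3B were picked by the paper on infection in female BM, so their count there (2 of 100) tests nothing either. Xist, at 0 in every male, was left out of the counts for sex, which leaves 0 DEGs in ALA BM and no test there. In naive BM the splits do not bear on the trend with transcript length, and with that trend removed Xist alone was called. Each count is for 1 list alone and does not allow for the choice of cell type lists from 77 set tests.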
